# Polycystic ovarian syndrome is accompanied by repression of gene signatures associated with biosynthesis and metabolism of steroids, cholesterol and lipids

**DOI:** 10.1186/s13048-015-0151-5

**Published:** 2015-04-13

**Authors:** Dessie Salilew-Wondim, Qi Wang, Dawit Tesfaye, Karl Schellander, Michael Hoelker, Md Munir Hossain, Benjamin K Tsang

**Keywords:** Polycystic ovarian syndrome, Anovulation, Gene expression, Ovary

## Abstract

**Background:**

Polycystic ovarian syndrome (PCOS) is a spectrum of heterogeneous disorders of reproduction and metabolism in women with potential systemic sequel such as diabetes and obesity. Although, PCOS is believed to be caused by genetic abnormalities, the genetic background that can be associated with PCOS phenotypes remains unclear due to the complexity of the trait. In this study, we used a rat model which exhibits reproductive and metabolic abnormalities similar to the human PCOS to unravel the molecular mechanisms underlining this complex syndrome.

**Methods:**

Female Sprague–Dawley rats were randomly assigned to DHT and control (CTL) groups. Rats in the DHT group were implanted with a silicone capsule continuous-releasing 83 μg 5α-dihydrotestosterone (DHT) per day for 12 weeks to mimic the hyperandrogenic state in women with PCOS. The animals were euthanized at 15 weeks of age and the pairs of ovaries were excised and the ovarian cortex tissues were used for gene expression analysis. Total RNA was from the ovarian cortex was amplified, labeled and hybridized to the Affymetrix GeneChip® Rat Genome 230 2.0 Array. A linear model system for microarray data analysis was used to identify genes affected in DHT treated rat ovaries and the molecular pathway of those genes were analyzed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) analysis tool.

**Results:**

A total of 573 gene transcripts, including *CPA1, CDH1, INSL3, AMH, ALDH1B1, INHBA, CYP17A1, RBP4, GAS6, GAS7* and *GATA4,* were activated while 430 others including *HSD17B7, HSD3B6, STAR, HMGCS1, HMGCR, CYP51, CYP11A1 and CYP19A1* were repressed in DHT-treated ovaries. Functional annotation of the dysregulated genes revealed that biosynthesis and metabolism of steroids, cholesterol and lipids to be the most top functions enriched by the repressed genes. However, cell differentiation/proliferation, transcriptional regulation, neurogenesis, cell adhesion and blood vessel development processes were enriched by activated genes.

**Conclusion:**

The dysregulation of genes associated with biosynthesis and metabolism of steroids, cholesterol and lipids, cell differentiation/proliferation in DHT- treated ovaries could be a molecular clue for abnormal steroidogenesis, estrous cycle irregularity, abnormal folliculogenesis, anovulation and lipid metabolism in PCOS patients.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13048-015-0151-5) contains supplementary material, which is available to authorized users.

## Introduction

The ovary is a key organ in the female reproductive system and its malfunction due to endocrine abnormalities could result in female infertility. Polycystic ovarian syndrome (PCOS) is one of the common hormonal and metabolic disorders in women of reproductive age [1]. However, due to its heterogeneity and complexity, universally accepted clinical definition of PCOS remains ambiguous [2,3]. Indeed, the presence of polycystic ovarian morphology is one of the common phenomena that can occur in the majority of PCOS patients. About 95% of women with PCOS at their early follicular phase could have polycystic ovaries and reduced level of follicle stimulating hormone [4] which may lead to antral follicle growth arrest and increased luteinizing hormone level [5]. In addition, PCOS is also associated with hyperandrogenism, menstrual dysfunction, oligo-ovulation and insulin resistance [6]. In this context, PCOS is considered as a complex androgen excess accompanied by different degrees of gonadotropic and metabolic dysregulation controlled by multiple gene interaction and environmental factors [7]. However, to what extent this trait is transmitted to the next generation and the intrinsic molecular factors underlining the occurrence of PCOS is unclear.

Although, the genetic basis of abnormal follicular development, anovulation, metabolic disorder and other heterogenous clinical abnormalities of PCOS patients seems to require detailed investigation, it is suggested that daughters from women exhibiting a characteristics of PCOS could have a higher chance of acquiring hyperandrogenism and other PCOS phenotypes [8]. Moreover, single nucleotide polymorphism in thyroid adenoma associated (*THADA),* DENN/MADD domain containing 1A (*DENND1A)*, interleukin 6 (*IL6)* and adiponectin genes has been suggested to be the genetic causes of PCOS [9-11]. In addition, in vitro studies also showed altered expression of *CYP11A* and *CYP17* genes in theca cell derived from PCOS woman [12]. Furthermore, changes in the granulosa and theca cell gene expression have been reported in women with PCOS [13-15]. Although these association studies were performed using the samples of PCOS patients, the majority of gene expression studies were based on the cell culture models which may not necessarily represent and describe the biological and molecular networks governing its complex phenotype. Indeed, this can in part be due to the availability and accessibility of the human sample or small sample size of the study populations [7] and the complexity of the trait between individuals. However, to addresse the clinical heterogeneity of PCOS, animal models have been described to be the best option to investigate the pathophysiologic mechanisms associated with the etiology of PCOS [16-21]. Therefore, to uncover the broad basis of molecular mechanisms associated with physiological and anatomical changes induced by PCOS, we generated a rat PCOS model that exhibit both polycystic ovaries (PCO) and metabolic abnormalities by implanting silastic capsules containing 5α-dihydrotestosterone (DHT) into their ovary in similar way as previously described by others [22]. Using this rat PCOS model that exhibits both polycystic ovaries (PCO) and metabolic abnormalities, we have previously demonstrated altered expression of 89 miRNAs following chronic androgen treatment [23]. However, the genes that are activated or repressed as well as their molecular functions, gene networks and molecular pathways associated with PCOS phenotypes, remained unclear. Therefore, this study was conducted to gain insight into the genes that are associated with follicular arrest, abnormal steroid and metabolite biosynthesis and metabolism, insulin resistance and ovarian dysfunction.

## Materials and methods

Details of the materials and methods used in the present study have been described in our previous publication [23]. Briefly, female Sprague–Dawley rats were randomly assigned to DHT and control (CTL) groups. Rats in the DHT group were implanted with a silicone capsule continuous-releasing 83 μg 5α-dihydrotestosterone (DHT) per day for 12 weeks to mimic the hyperandrogenic state in women with PCOS, whose plasma DHT levels are approximately 1.7-fold higher than those of healthy control and those in CTL group received empty capsule [22]. The animals were euthanized at 15 weeks of age, ovaries were excised and extraneous tissues carefully removed. Corpus luteum (CL) was present in most of control rat ovaries while none or very few CL were observed in DHT-treated rat ovaries. Ovarian cortex tissues were snap-frozen in liquid nitrogen and stored at −80°C for further analysis. The PCOS phenotypic characteristics of DHT-treated rats have been described [23].

### Gene expression analysis using GeneChip@rat genome array

Total RNAs were isolated from 3 independent DHT and CTL rat ovaries using miRNeasy mini kit (Qiagen, Hilden, Germany). Genomic DNA contamination was removed from the RNA samples using TURBO DNA-free™ kit (Ambion, Foster City, CA). The concentration of the RNA was analyzed using the Nanodrop 8000 Spectrophotometer (Thermo Fisher Scientific Inc, DE, USA). The RNA integrity and quality was evaluated using Agilent 2100 Bioanalyzer with RNA 6000 Nano LabChip® Kit (Agilent Technologies Inc, CA, USA).

### RNA amplification

250 ng of total RNAs from DHT-treated or CTL rat groups in four replicates was amplified and labeled as per the GeneChip®3’ IVT Express Kit (Affymetrix, CA, USA). Eukaryotic poly-A RNA control kit (Affymetrix, CA, USA) was used as a SPIKE-IN control to monitor the entire target labeling process. Following amplification, the biotin labeled amplified RNA (aRNA) was purified and fragmented. The distribution of aRNA fragments were evaluated using Agilent 2100 bioanalyzer with RNA 6000 Nano LabChip® Kit (Agilent Technologies Inc, CA, USA).

### Sample hybridization, array washing, staining and scanning

Prior to hybridization, the fragmented and biotin labelled cRNA from each rat ovary was mixed with control oligonucleotide B2 (3 nM), 20× eukaryotic hybridization controls (bioB, bioC, bioD, cre) (Affymetrix, CA, USA), 2× hybridization mix and DMSO. The hybridization cocktail were then incubated at 99°C (5 min) and subsequently at 45°C (5 min). Each sample was then transferred to independent GeneChip® Rat Genome 230 2.0 Array chip. Three biological replicates and one technical replicate (pool of three biological replicates) were hybridized for each rat group for 16 h. The array slides were washed and stained using the Fluidics Station 450/250 (Affymetrix, CA, USA), according to the GeneChip® expression user manual (P/N 702232 Rev. 3). Arrays were scanned with the GeneChip™ 3000 laser confocal slide scanner (Affymetrix, CA, USA) integrated with GeneChip® Operating System (GCOS).

### Array data analysis and visualization

The array data was normalized by integrating the bioconductor packages (http://bioconductor.org) in R environment (www.r-project.org), using GC robust multi-array average analysis [24]. Briefly, the cell intensity **(**CELL**)** files were imported into R software after loading bioconductor packages (http://bioconductor.org) that suit to the Rat GeneChip affymetrix array. The normalized data and the CELL files are stored in the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/, series entry number GSM1437398). The linear models for microarray data analysis system (LIMMA) [25] and the Benjamini–Hochberg procedure of false discovery rate adjustment [26] were employed to discriminate the gene expression profile between the samples. The differentially expressed genes were tested for their gene ontology (GO) terms for over- or under-representation, using a classical hypergeometric test [27]. The molecular pathway enriched by differentially expressed genes were obtained from the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Panther pathway data bases, using The Database for Annotation, Visualization and Integrated Discovery (DAVID) analysis tool [28]. The heatmaps and clustering of differentially expressed genes were constructed using Bioconductor (http://www.bioconductor.org) in R software environment http://www.r-project.org/ and/or PermutMatrix [29].

### Validation of differentially expressed genes

Some of the differentially expressed genes were randomly selected for validation, using SYBR Green based quantitative real time polymerase chain reaction (qPCR) and with sequence specific primers designed online (http://frodo.wi.mit.edu/primer3/; Table 1). The specificity and identity of each primer pair was confirmed by sequencing with the GenomeLab™ GeXP Genetic Analysis System (Beckman Coulter). The mRNA level was subsequently quantified using the cDNAs obtained from reverse transcription of total RNA samples used for microarray study. The qPCR was then performed in 20 μl reaction volume containing iTaq SYBR Green Supermix with ROX (Bio-Rad laboratories, Munich, Germany), the cDNA samples of DHT or CTL samples and the specific forward and reverse primer in the StepOnePlus™ Real-Time PCR Systems (Applied Biosystems, Foster City, CA). The presence of specific amplification was monitored by evaluating the dissociation curve. The abundance of each transcript was determined using the comparative threshold cycle (ΔCT) method. Data were analyzed after normalizing the Ct value of the target genes against the housekeeping gene β actin (β-actin). The Student’s *t*-test or least significant difference test procedures was employed to detect differences in mRNA levels between samples. The level of activation or repression of a gene in DHT relative to CTL was determined using the formula 2^-**ΔΔC**T^. Differences with p < 0.05 were considered significant.

**Table 1:** **Gene specific primers used for validation of differentially expressed genes**

**Gene bank acc. No**	**Gene symbol**	**Primer 5’ to 3’**	**bp**
**NM_012536**	**CTRB1**	**F: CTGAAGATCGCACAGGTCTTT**	**185**
		**R: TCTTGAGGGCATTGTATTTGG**	
**NM_017239**	**MYH6**	**F: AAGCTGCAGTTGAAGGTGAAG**	**214**
		**R: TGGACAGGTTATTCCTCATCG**	
**NM_013085**	**PLAU**	**F: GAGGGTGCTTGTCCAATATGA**	**189**
		**R: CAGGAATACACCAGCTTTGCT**	
**NM_207602**	**ST3GAL6**	**F: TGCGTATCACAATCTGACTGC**	**200**
		**R: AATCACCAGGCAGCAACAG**	
**NM_017128**	**INHBA**	**F: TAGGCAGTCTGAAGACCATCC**	**199**
		**R: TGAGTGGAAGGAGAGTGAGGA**	
**NM_031558**	**STAR**	**F: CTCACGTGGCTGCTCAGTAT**	**221**
		**R: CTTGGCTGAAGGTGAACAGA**	
**NM_017235**	**HSD17B7**	**F: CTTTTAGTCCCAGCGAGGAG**	**188**
		**R: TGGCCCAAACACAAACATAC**	
**NM_138504**	**OSGIN1**	**F: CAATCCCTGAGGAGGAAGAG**	**217**
		**R: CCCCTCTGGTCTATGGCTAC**	
**NM_013413**	**RLN1**	**F: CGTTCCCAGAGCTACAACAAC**	**249**
		**R:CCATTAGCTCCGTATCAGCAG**	
**NM_031144**	**ACTB**	**F: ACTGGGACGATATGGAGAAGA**	**202**
		**R:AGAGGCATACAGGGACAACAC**	

(bp = number of base pairs).

## Results

### Ovarian polycystic syndrome is associated with dysregulation of gene expression

This study was a part of our previously published results and thus a detailed description of the PCOS phenotypic data has been provided [23]. The DHT- treated rats had higher body weight, oestrous cycle irregularity and reduced insulin sensitivity. Ovaries from these rats had lower weight and exhibited absence of corpus luteum, higher percentage of follicle cysts, relatively thin membrane granulosa and theca hyperplasia. Thus, to unravel the genes that are abnormally activated or repressed due to PCOS, the ovarian transcriptome profile of DHT-treated and CTL rats were compared using the GeneChip @rat Genome array. 

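Ovarian RNA was read on 8 arrays, 3 of single DHT-treated rats, 3 of single CTL rats and 1 of the pooled RNA of the 3 animals of each group. DHT, an androgen that is not converted to estrogen, was released at 83 µg per day for 12 weeks, and the ovaries were collected at 15 weeks of age. The authors normalized the arrays by GCRMA, a method that corrects the background of each probe by its base composition and gives 1 log2 value per probe set. The deposited table held 31042 probe sets beside 57 Affymetrix controls, and the median log2 value was 2.97 to 3.03 on all arrays but CTL replicate 3, where it was 3.25. Probe sets of olfactory, vomeronasal and taste receptor genes, which an ovary is not known to express, gave the background level, at 2.67 to 3.09 depending on the array, and 10469 probe sets (33.7%) lay at or below it on all 8 arrays. The control probe sets for the 3' and 5' ends of Gapdh mRNA report how far a labelled sample is short at the 5' end. Their log2 difference was 0.39 on CTL replicate 1 and 0.62 on CTL replicate 2, but 3.49 on CTL replicate 3, 2.62 on the array of pooled CTL RNA, 2.99 to 3.98 on the 3 DHT replicates and 3.72 on the array of pooled DHT RNA. The same difference for beta-actin was 4.56 and 5.3 on CTL replicates 1 and 2 and 6.48 to 7.31 on the other 6 arrays. On those 6 arrays the 5' probe set of beta-actin read 2.68 to 2.91, close to the background level, so these differences are lower bounds. The arrays of single animals were compared, 3 DHT against 3 CTL, by limma over the 31042 probe sets that are not controls, and a transcript was called at a fold change of 2 or more, p of 0.01 or less and a false discovery rate of 10% or less. The 2 arrays of pooled RNA were left out of this comparison since they hold RNA of the same animals. A gene stands for its probe set with the highest mean. Its log2 fold change is the mean of the DHT replicates minus the mean of the CTL replicates, with the standard error from limma, and a difference from CTL replicate 3 alone, given for some groups of genes, has no test. The number of arrays limits the precision of every value: 3 animals against 3 cannot give an exact permutation p below 0.1.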

The genes of which the pattern of expression was different between the DHT and CTL groups were identified by a linear model described in the LIMMA pipeline and bioconductor packages. 

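Among genes measured by a probe set with a single symbol, the group means differed most for relaxin 1 (Rln1), a peptide hormone made by the corpus luteum, of those lower in DHT, and for carboxypeptidase A1 (Cpa1), a protease best known from the pancreas, of those higher. Rln1 had a mean log2 value of 2.84 ± 0.35 (SD, n = 3) in DHT-treated and 9.27 ± 3.4 (SD, n = 3) in CTL ovaries, and Cpa1 had 9.49 ± 1.19 (SD, n = 3) in DHT-treated and 4.46 ± 0.48 (SD, n = 3) in CTL ovaries. Of the 31042 probe sets, 1820 differed by 2-fold or more between the means of the 3 DHT and the 3 CTL animals, 852 of them lower and 968 higher in DHT-treated ovaries. The array of pooled DHT RNA differed from the array of pooled CTL RNA by 2-fold or more at 1795 probe sets. These counts involve no test.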

1774 of the 31046 gene transcripts available in GeneChip® Rat Genome 230 2.0 A array showed ≥ 2 fold change dysregulation in DHT-treated rat ovaries compared to CTL group (data not shown). However, using a stricter selection criteria (fold change ≥ 2, p ≤ 0.01 and false discovery rate (FDR) ≤ 10%), a total of 1003 transcripts were dysregulated in DHT-treated compared to CTL group (Figure 1A and B). 

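With these criteria, 320 probe sets were called between the 3 DHT and the 3 CTL animals, 109 lower and 211 higher in DHT-treated ovaries. Dhx34, an RNA helicase, was called higher with a log2 fold change of 2.92 (standard error 0.14, adjusted p = 0.0217). Among the genes called lower, Fcer2, a receptor for IgE, had 2.7 ± 0.062 (SD, n = 3) in DHT-treated and 6.5 ± 0.45 (SD, n = 3) in CTL ovaries (adjusted p = 0.0389), where the DHT mean lay below the mean background level of those arrays, and Kifc3, a kinesin motor protein, had -3.08 (adjusted p = 0.0402). Insl3, a peptide hormone made by theca cells, had a mean log2 value of 6.5 ± 0.43 (SD, n = 3) in DHT-treated and 3.38 ± 0.56 (SD, n = 3) in CTL ovaries and was called higher, with 3.11 (adjusted p = 0.0575). Of the 320 probe sets, 229 carried a single gene symbol in the array annotation used here, 4 carried several and 87 none. In all 320 the DHT animals lay on one side of every CTL animal, as they did in 5422 of all probe sets (17.5%), where chance gives 10%. The count rested on single animals: it was 1622 without CTL replicate 3, 181 without CTL replicate 1, 92 without CTL replicate 2 and 0 without any of the DHT replicates, where limma gave 2529 to 2623 probe sets at an unadjusted p under 0.05. It was 966 when the pooled arrays were counted as replicate 4 of each group.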

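Over all probe sets, the 3 DHT replicates resembled each other closely, with Pearson r of 0.984 to 0.995 between arrays, and CTL replicates 1 and 2 had r = 0.983; these are correlations across probe sets, which are not independent replicates. CTL replicate 3 had r = 0.866 and 0.879 with the other CTL animals and 0.898 to 0.907 with the DHT animals. Average-linkage clustering of the 8 arrays into 2 clusters set CTL replicate 3 apart from the other 7 arrays. With 3 clusters, the 4 DHT arrays formed a cluster, CTL replicates 1 and 2 and the pooled CTL RNA formed the second, and CTL replicate 3 remained alone. The first principal component held 49.3% of the variance and the second 37.3%. Of the 1622 probe sets called without this animal, 71.6% had a value on CTL replicate 3 nearer the DHT mean than the mean of CTL replicates 1 and 2. The hybridization controls, bacterial and phage transcripts added to every sample, had a median log2 value of 9.76 on CTL replicate 3 and of 7.35 to 8.33 on the other 7 arrays.

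**Figure D1:**
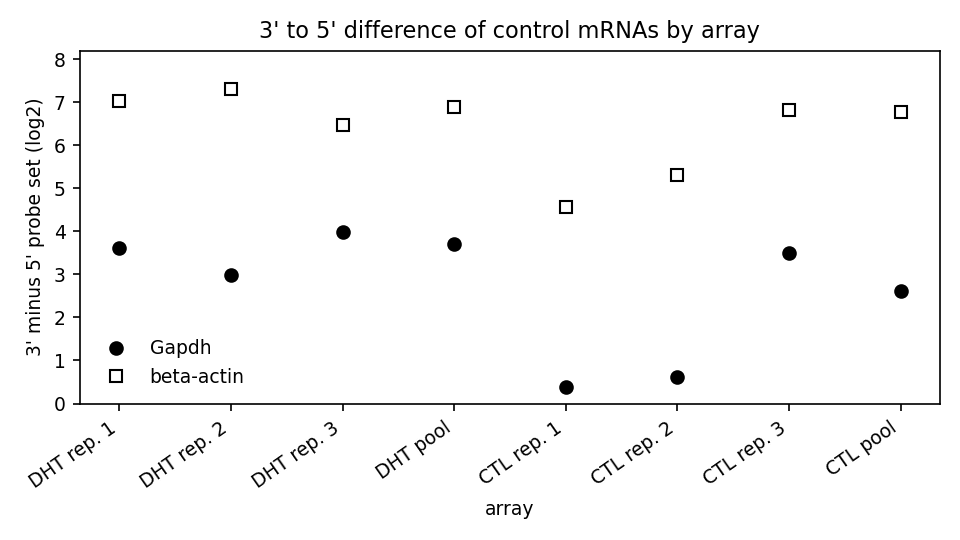
Log2 difference between the 3' and 5' control probe sets of Gapdh (filled circles) and beta-actin (open squares) on each of the 8 arrays. The Gapdh difference is 0.39 and 0.62 on CTL replicates 1 and 2, 2.62 on the array of pooled CTL RNA and 2.99 to 3.98 on the other arrays, CTL replicate 3 among them. On all arrays but CTL replicates 1 and 2 the 5' probe set of beta-actin is close to background, so the beta-actin differences there are lower bounds.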

Hierarchical clustering of the dysregulated genes exhibited a similar expression pattern within biological replicates and distinct differences between the groups (Figure 1C).

**Figure 1:**
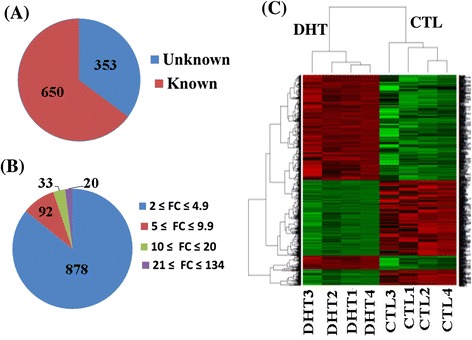
Ovarian transcriptome profile differences between DHT-treated and CTL rat groups. **(A)** The number of annotated (with known gene symbol) and non-annotated (unknown gene symbol) dysregulated genes in DHT rat groups. **(B)** The fold change (FC) distribution of dysregulated genes. **(C)** The heatmap showing the expression pattern of differentially expressed genes within and between biological replicates. DHT represents biological replicates in DHT-treated rat groups while CTL represents biological replicates in rats received an empty silastic capsule. Heatmap was generated using normalized log_2_ transformed values and the normalized log_2_ transformed expression values are described by pseudo color scale with red indicating the activated transcript level while the green color shows repressed expression pattern of a specific gene.

### Gene transcripts repressed in DHT-treated rats

Following identification of differentially expressed genes between DHT-treated and CTL groups, the genes of which their transcript level was significant reduced by ≥ 2 folds changes in DHT compared to CTL were considered as repressed genes. However, those genes which showed by ≥ 2 folds reduction but displayed a false discovery rate higher that 0.1 were excluded in the analysis. 

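The 109 probe sets called lower in DHT-treated ovaries included 83 with a single gene symbol, which stand for 82 genes. Fgf9, a fibroblast growth factor, had a log2 fold change of -3.43 (standard error 0.56, adjusted p = 0.0918), Rbfox3, a splicing factor of neurons, had -3.99 (adjusted p = 0.0949), and Scx, a transcription factor of tendon cells, had -2.95 (adjusted p = 0.0983). Dclk1, a kinase that binds microtubules, had -2.98 (adjusted p = 0.052), and Avpi1, a transcript induced by vasopressin, had -3.01 (adjusted p = 0.0991). Thy1, a surface glycoprotein of fibroblasts and T cells, had -1.76 (adjusted p = 0.058). The amino acid transporter Slc6a6 was called lower at a smaller change, -1.58 (adjusted p = 0.0402). The count of probe sets called lower was 433 with the pooled arrays counted as replicate 4, 968 without CTL replicate 3, 42 without CTL replicate 2 and 0 without any single DHT replicate.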

Based on these stringent criteria, including 123 express sequence tags (ESTs), a total of 430 gene transcripts were found to be repressed in the DHT-treated ovaries. 

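Of the 109 probe sets called lower, 72 fell by 2 to 5 fold and 37 by more than 5 fold. Among the latter, Tm7sf2, a reductase of cholesterol synthesis, Elapor1, a membrane protein of endosomes and lysosomes, and Srxn1, which restores oxidized peroxiredoxins, were near background on all 3 DHT arrays, so their folds are lower bounds. Tm7sf2 was at least 18.7-fold lower (adjusted p = 0.0628), Elapor1 at least 14-fold lower (adjusted p = 0.0607) and Srxn1 at least 8.32-fold lower (adjusted p = 0.0508). In all, 12 of the 320 called probe sets had 1 group near background on its 3 arrays.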

Of all the repressed genes, 320 transcripts displayed fold changes between 2 and 5 whereas the expression level of 110 genes was dysregulated between 5 and 134 folds in the DHT group. The list and expression pattern of genes repressed by 11.9 or more folds are described in Figure 2. 

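In the comparison of single animals, Pla2g1b and Xpnpep2 were called lower in DHT-treated ovaries and Rln1, A2m and Fabp6 were not. Pla2g1b, a secreted phospholipase, had a log2 fold change of -5.77 (standard error 0.97, adjusted p = 0.0949). Xpnpep2, a membrane peptidase that removes an amino acid next to proline, had a mean log2 value of 2.59 ± 0.12 (SD, n = 3) in DHT-treated and 8.3 ± 1.78 (SD, n = 3) in CTL ovaries (adjusted p = 0.087); its DHT mean lay below the background level of those arrays, so no fold is given. For Rln1 the fold was 85.8 and the standard error of its log2 value was 1.73, since the 3 CTL animals ranged from 5.53 to 12.16 on the log2 scale (adjusted p = 0.227). A2m, a protease inhibitor that is abundant in the rat corpus luteum, had -5.63 (adjusted p = 0.104) on the log2 scale. Fabp6, a binding protein for bile acids and fatty acids, had -5.39 (adjusted p = 0.202), with 6.76 ± 2.44 (SD, n = 3) in DHT-treated ovaries. For each of these 5 genes every DHT animal lay below every CTL animal. All 5 were called with the pooled arrays as replicate 4.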

Among the top repressed genes, the expression pattern of relaxin 1 (RLN1), Phospholipase A2 (*PLA2G1B*), x-prolyl aminopeptidase (*XPNPEP2*), Alpha-2-macroglobulin (*A2M*) and fatty acid binding protein 6 (*FABP6*) was repressed by 133.9, 70.6, 61.6, 58 and 45.8 folds, respectively. In addition, genes involved in steroid and lipid biosynthesis and metabolism, including hydroxysteroid (17-beta) dehydrogenase 7 (*HSD17B7*), hydroxy-delta-5-steroid dehydrogenase 3 beta- and steroid delta-isomerase 6 (*HSD3B6*), steroidogenic acute regulatory protein (*STAR*), 3-hydroxy-3-methylglutaryl-coenzyme A synthase 1 (*HMGCS1*), 3-hydroxy-3-methylglutaryl-coenzyme reductase (*HMGCR*) and cytochrome P450 (*CYP51, CYP11A1*, *CYP19A1*) were repressed in DHT-treated ovaries.

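Of the 8 genes named here, 5 were measured by a probe set that carries their symbol, and all 5 were lower on average in DHT-treated ovaries. Cyp51, the demethylase that acts on lanosterol, was called lower: its mean log2 value was 6.28 ± 0.30 (SD, n = 3) in DHT-treated and 9.38 ± 0.71 (SD, n = 3) in CTL ovaries, a log2 fold change of -3.1 (standard error 0.39, adjusted p = 0.0629). Hsd17b7, which acts both on sterol precursors and on estrone, had a mean of 4.15 ± 0.16 (SD, n = 3) in DHT-treated and 9.78 ± 1.97 (SD, n = 3) in CTL ovaries and a fold of 49.7, but its adjusted p of 0.106 lay outside the 10% limit. Star, Cyp11a1 and Cyp19a1 did not pass the test. Adjusted over the list alone, 2 of the 5 were called lower. The study chose these genes on the same samples, so the count is not independent evidence of their direction. With the pooled arrays as replicate 4 all 5 were called lower.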

**Figure 2:**
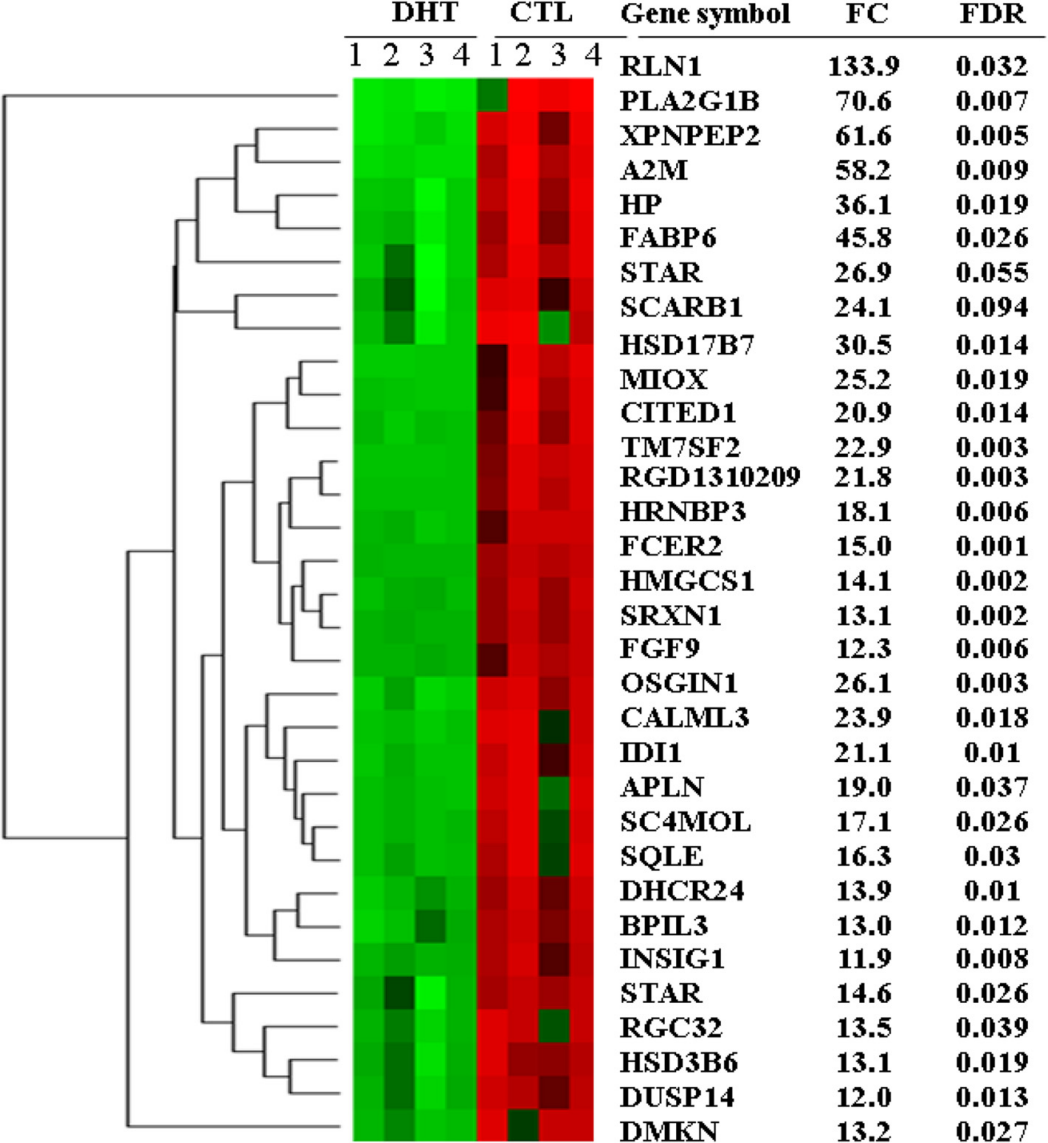
Significantly repressed genes by ≥ 11.9 folds in DHT-treated rat ovaries. The hierarchical clustering, the expression pattern, the average fold change (FC) and the false discovery rate of significantly highly repressed genes in DHT treated rat ovaries. DHT represents biological replicates in DHT-treated rat groups while CTL represents biological replicates in rats received an empty silastic capsule. The red color indicates the activated transcript level in CTL groups while the green color shows repressed expression pattern of a specific gene in DHT treated rat ovaries.

### Functional classification of the genes repressed in ovaries of DHT-treated rats

To understand the biological processes and molecular function over- or under-represented in ovaries associated with repressed genes in the DHT-treated rats, the functional annotation of the repressed genes were interrogated using the DAVID bioinfomatic tool and the result revealed a total 31 crucial biological processes to be repressed in DHT-treated ovaries (Additional file 1: Table S1). 

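Genes of cholesterol synthesis were lower in DHT-treated ovaries as a group. All 17 measured members of a list of this pathway had a negative log2 fold change, with a median of -2.64. Tm7sf2 and Cyp51 were called lower, and 5 members were when adjusted over the list alone. The list was called lower by camera at a preset correlation of 0.01 (adjusted p = 1.73e-13), and had an adjusted p of 0.349 with an estimated correlation. The paper names every measured member from these samples, so the call is not independent evidence and could not be repeated without them. All 17 were also lower than on CTL replicate 3 alone, with a median difference of -1.64; against CTL replicates 1 and 2, whose RNA was less short at the 5' end, the median difference was -3.15. Of 23 genes of fatty acid and glycerolipid synthesis, 21 had a negative log2 fold change, with a median of -0.65, and 1 was called lower, Acsl3, which activates long-chain fatty acids, at -2.38 (adjusted p = 0.052). That list was called lower as well (adjusted p = 3.69e-06, and 0.349 with an estimated correlation), with a median of -0.33 (adjusted p = 0.0168) without the members that the paper names. Of 17 genes of cholesterol uptake, transport and regulation, Stard4, a carrier of cholesterol between membranes, was called lower at -2.68 (adjusted p = 0.0508), and Insig1, which holds back the sterol-sensing machinery, had -3.43 (adjusted p = 0.107). The median of that list was -0.44 (adjusted p = 0.0306, and 0.709 with an estimated correlation), but 0.84 against CTL replicate 3 alone, and the call was lost without DHT replicate 3 (adjusted p = 0.0619), CTL replicate 1 (0.344), CTL replicate 2 (0.0887) or the members that the paper names (0.34). With the Gapdh 3' to 5' difference as a covariate, a setting chosen after seeing the data, the median was -1.65 for cholesterol synthesis (adjusted p = 0.00829), -0.25 for fatty acid and glycerolipid synthesis (adjusted p = 0.156) and 0.84 for cholesterol uptake (adjusted p = 0.156).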

Most importantly, closely interlinked biosynthetic and metabolic functions, namely the biosynthesis and metabolism of sterols/steroids, cholesterol, isoprenoids and lipids, were the top significant biological processes enriched by repressed genes (Figure 3). In addition, the repressed genes were also found to be associated with oxidation/reduction, reactive oxygen species, metabolism and immune processes. Moreover, categorization of the repressed genes into their corresponding activities (molecular functions) revealed that 28% of them were known to be involved in catalytic activity, whereas 15% of the repressed genes are associated with binding of cofactors, coenzymes, irons, carbohydrates, SH3 domains, FADs, heparins, glycosaminoglycans, NADPs/NADPHs, cholesterols, glucoses, immunoglobulins and sterols (Figure 4, Additional file 2: Table S2). Moreover, 34 repressed genes, including *IDH1, ME1, NSDHL, FASN, GPD1, CYBB, FDXR, ALDH3B1* and *ACAD9,* are believed to regulate oxidoreductase activity (Figure 4, Additional file 2: Table S2).

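Of 16 measured genes of antioxidant defence, 2 were called lower in DHT-treated ovaries, Osgin1, a growth inhibitor induced by oxidative stress, and Srxn1. None was called higher. Nqo1, a quinone reductase, had -1.24 (adjusted p = 0.441) and Gpx1, a glutathione peroxidase, had -1.19 (adjusted p = 0.391). The median of the list was -0.59, and the list was called lower by camera (adjusted p = 0.00114, and 0.668 with an estimated correlation); against CTL replicate 3 alone its median difference was 0.028, and with the 3' to 5' difference as a covariate the median was 0.044 (adjusted p = 0.672). It was -0.19 (adjusted p = 0.031) without CTL replicate 1, -1.13 (6.36e-06) without CTL replicate 3, -1.16 (4.48e-06) with array quality weights and -0.35 (0.0331) without the members that the paper names. Adjusted over the list alone, the same number, 2, was called. Among 17 markers of macrophages, 16 had a negative log2 fold change. Ctss, a lysosomal protease of these cells, was called lower at -1.16 (adjusted p = 0.0994), while Stab1, a scavenger receptor, had -2.17 (adjusted p = 0.141) and Fcer1g, a chain shared by Fc receptors, had -1.5 (adjusted p = 0.119). Adjusted over the list alone, 3 of the 17 were called lower. The macrophage list had a median of -0.70 and was called lower (adjusted p = 2.30e-06, and 0.411 with an estimated correlation), with a median difference of -0.19 against CTL replicate 3 and of -1.21 against CTL replicates 1 and 2, an adjusted p of 0.546 with that covariate and a median of -0.41 without CTL replicate 1, -1.21 without CTL replicate 3 and -1.23 with array quality weights. Markers of lymphocytes had a median of -0.016 (adjusted p = 0.402), and 6 of the 12 were near background in both groups.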

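Of the 9 oxidoreductase genes named, 8 were measured, and each was lower on average in DHT-treated ovaries. Aldh3b1, an aldehyde dehydrogenase, was called lower, with 5.78 ± 0.72 (SD, n = 3) in DHT-treated and 8.87 ± 0.16 (SD, n = 3) in CTL ovaries and a log2 fold change of -3.09 (standard error 0.38, adjusted p = 0.0607). The cytosolic isocitrate dehydrogenase Idh1 had -1.95 (adjusted p = 0.132) and the malic enzyme Me1, a source of NADPH, had -2.01 (adjusted p = 0.121). Nsdhl, an enzyme of sterol demethylation, had -2.63 (adjusted p = 0.18). Cybb, a subunit of the phagocyte oxidase, had -2.47 (adjusted p = 0.192) at its brightest probe set, and another was called lower at -1.37 (adjusted p = 0.0656). Fasn had -1.3 (adjusted p = 0.15), Gpd1 had -1.73 (adjusted p = 0.393) and Acad9 had -1.0 (adjusted p = 0.325). Adjusted over the list alone, 6 of the 8 were called lower; the study chose the genes on these samples, so this is not independent evidence of the direction. All 8 were called with the pooled arrays as replicate 4, and 3 without CTL replicate 3.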

**Figure 3:**
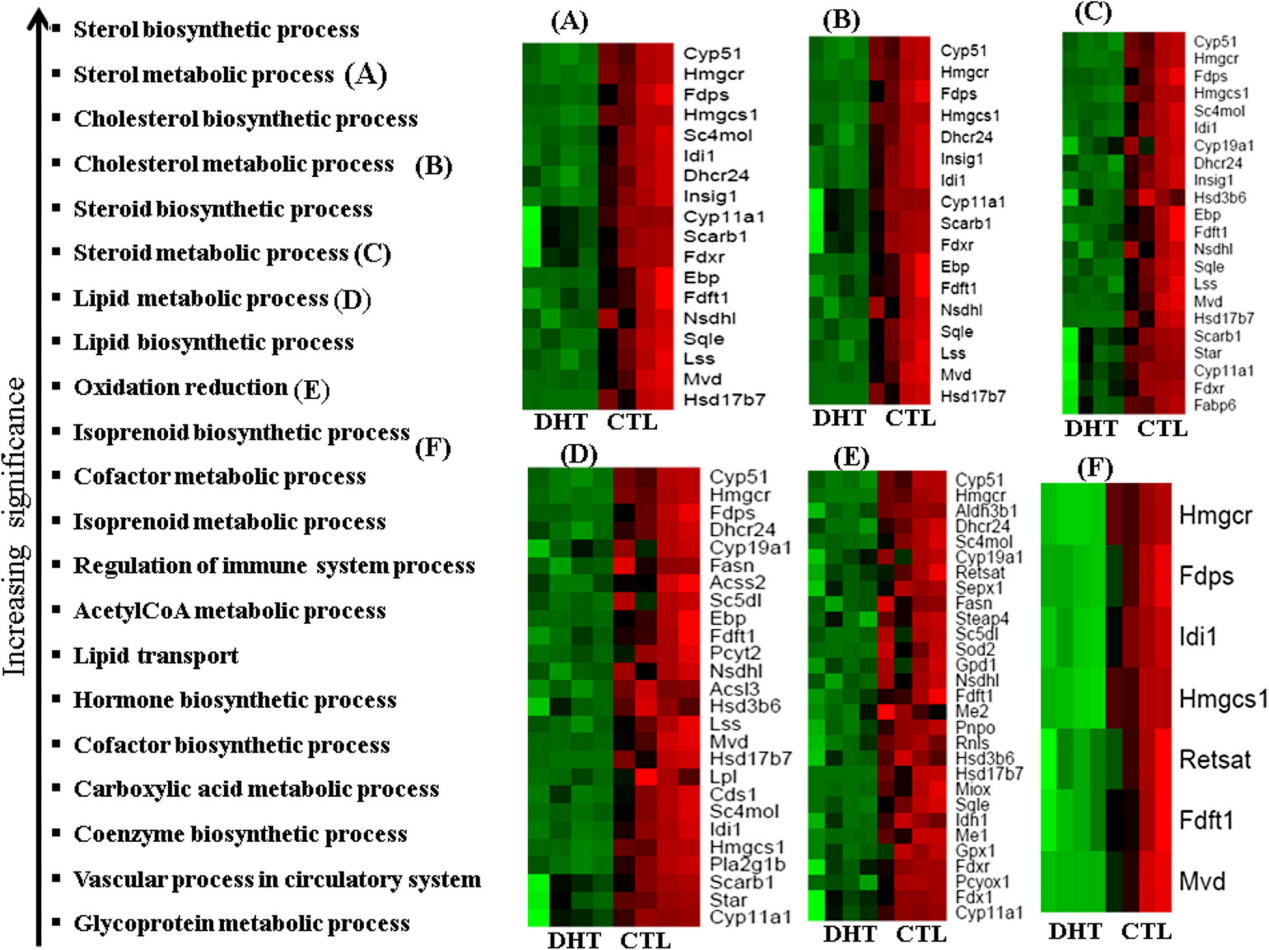
The top biological processes enriched by genes which were repressed in DHT-treated rat ovaries. The heatmaps on the right **(A, B, C, D, E, F)** describe clusters of genes involved in a particular function described by **A, B, C, D, E, F** on the left. The Heatmaps were generated using normalized log_2_ transformed values and the normalized log_2_ transformed expression values are described by pseudo color scale with red in CTL groups indicating the activated transcript level while the green color in DHT shows the repressed expression pattern of a specific gene. DHT represents biological replicates in DHT-treated ovaries while CTL represents biological replicates in rats which receive an empty silastic capsule.

**Figure 4:**
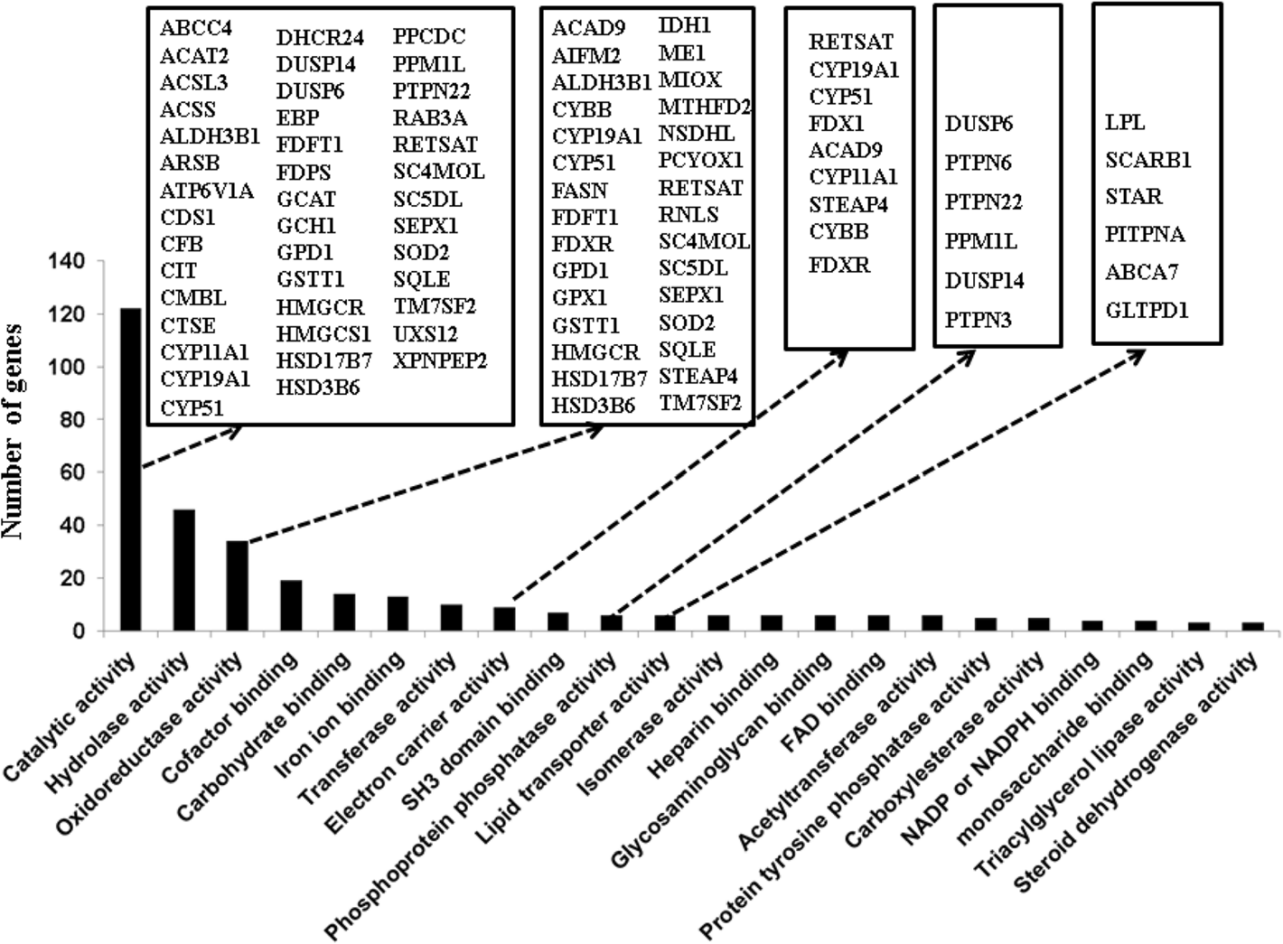
Molecular functions overrepresented by repressed genes in DHT-treated ovaries.

### Gene transcripts activated in ovaries of DHT-treated rats

To identify the transcripts activated in rat ovaries by DHT treatment, genes of which the expression was increased by ≥ 2-fold (p ≤ 0.01, FDR < 0.1) were investigated, using bioinformatic tools and literature mining. A total of 573 gene transcripts (57.1% of the total dysregulated genes) were activated in ovaries of DHT-treated rats. 

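Of the 320 called probe sets, 211 were higher in DHT-treated ovaries, 65.9% of the total (95% exact Clopper-Pearson confidence interval 60.5 to 71.1%, which covers counting error only). They stand for 139 genes with a single symbol. Of these probe sets, 194 rose by 2 to 5 fold and 17 by more than 5 fold. Klf15, a transcription factor that responds to glucocorticoids, had a log2 fold change of 1.37 (standard error 0.13, adjusted p = 0.0508), Meis1, a homeobox transcription factor, had 1.21 (adjusted p = 0.0519), and Osr2, another developmental transcription factor, had 1.68 (adjusted p = 0.0508). Larger changes were those of Crym, which binds thyroid hormone, at 2.61 (adjusted p = 0.0606), Mfsd4a, a membrane transporter, at 2.71 (adjusted p = 0.0508), and Wfdc10a, a protein of the whey acidic protein family, at 2.75 (adjusted p = 0.0656). The share higher depended on the arrays and their scaling: it was 50.3% of 173 after quantile normalization, 55.2% of 966 with the pooled arrays as replicate 4, 40.3% of 1622 without CTL replicate 3 and 39.8% of 181 without CTL replicate 1.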

The list of top activated genes (with ≥ 4 fold changes) and their expression pattern within and between biological replicates is provided in Figure 5. The most activated genes (between 8- and 35-fold change) include carboxypeptidase A1 (*CPA1*), chymotrypsinogen B1 (*CTRB1*), myosin heavy chain (*MYH6*), carboxypeptidase A2 (*CPA2*), dual specificity phosphatase 27 (*DUSP27*) and cadherin 1 (*CDH1*). In addition, increased expression of genes involved in follicular growth and function was also evident in DHT-treated ovaries, including, anti-Mullerial hormone (*AMH)*, aldehyde dehydrogenase 1B1 (*ALDH1B1*), inhibins (*INHBA*, *INHBB*, *INHA*), *CYP17A1*, retinol binding protein (*RBP4*), growth arrest specific (*GAS6*, *GAS7*) and *GATA* binding protein 4 (*GATA4*).

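Of the 6 genes named, 5 were measured, and Cpa1 and Ctrb1 were called higher in DHT-treated ovaries. Cpa1 had a log2 fold change of 5.03 (standard error 0.65, adjusted p = 0.0646). Ctrb1, the precursor of a pancreatic protease, had a mean log2 value of 7.2 ± 1.22 (SD, n = 3) in DHT-treated and 2.97 ± 0.23 (SD, n = 3) in CTL ovaries and a log2 fold change of 4.23 (standard error 0.63, adjusted p = 0.0786). Myh6, a myosin heavy chain of heart muscle, was at 11.51 ± 0.23 (SD, n = 3) in DHT-treated and 7.43 ± 1.81 (SD, n = 3) in CTL ovaries, with an adjusted p of 0.16. Dusp27 (Styxl2 in the annotation used here) had 3.53 (adjusted p = 0.156) on the log2 scale, and Cdh1, an adhesion protein of epithelia, had 3.37 (adjusted p = 0.418). Adjusted over the list alone, 4 of the 5 were called higher, which is not independent evidence since the study chose them on these samples. Of 21 listed genes of pancreatic acinar cells, only Cpa1 and Ctrb1 were called, 17 were near background in both groups and the median log2 fold change was -0.037 (adjusted p = 0.62), and -0.13 (0.0192) with the 3' to 5' difference as a covariate and 2.15 (0.0654) with dim probe sets left out. Among 18 genes of striated and cardiac muscle none was called over all probe sets and 2 were when adjusted over the list alone, 7 were near background in both groups and the median was -0.033 (adjusted p = 0.62), but 0.67 (adjusted p = 0.0138, called higher) with dim probe sets left out; Myom2, a protein of the sarcomere, had 3.11 (adjusted p = 0.156), Tnni3, near background in CTL, was at least 1.74-fold higher on average (adjusted p = 0.57) and Tnnt2, a cardiac troponin, had 0.67 (adjusted p = 0.145).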

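All 10 of these genes were measured, and 3 were called higher in DHT-treated ovaries, Aldh1b1, Inhba and Gata4. Aldh1b1, a mitochondrial aldehyde dehydrogenase, had 5.32 ± 0.33 (SD, n = 3) in DHT-treated and 2.78 ± 0.25 (SD, n = 3) in CTL ovaries (adjusted p = 0.0508); its CTL mean lay below the mean background level of those arrays, so no fold is given. Gata4, a transcription factor of granulosa and theca cells, had 8.72 ± 0.28 (SD, n = 3) in DHT-treated and 6.29 ± 0.63 (SD, n = 3) in CTL ovaries and a log2 fold change of 2.43 (standard error 0.35, adjusted p = 0.0745). Inhba, the subunit of inhibin A and activin A, had a log2 fold change of 1.45 (standard error 0.20, adjusted p = 0.0692). Inha had 1.79 (adjusted p = 0.265), Inhbb 1.5 (adjusted p = 0.271) and Rbp4, a carrier of retinol, 1.96 (adjusted p = 0.126). Gas7 had 1.06 (adjusted p = 0.232), and Gas6 had 0.086 (adjusted p = 0.909) at its brightest probe set and 1.52 (adjusted p = 0.228) at another. Amh and Cyp17a1 did not pass the test. When adjusted over the list alone, 4 of the 10 were called higher; the study chose them on these samples, so this is not independent evidence.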

**Figure 5:**
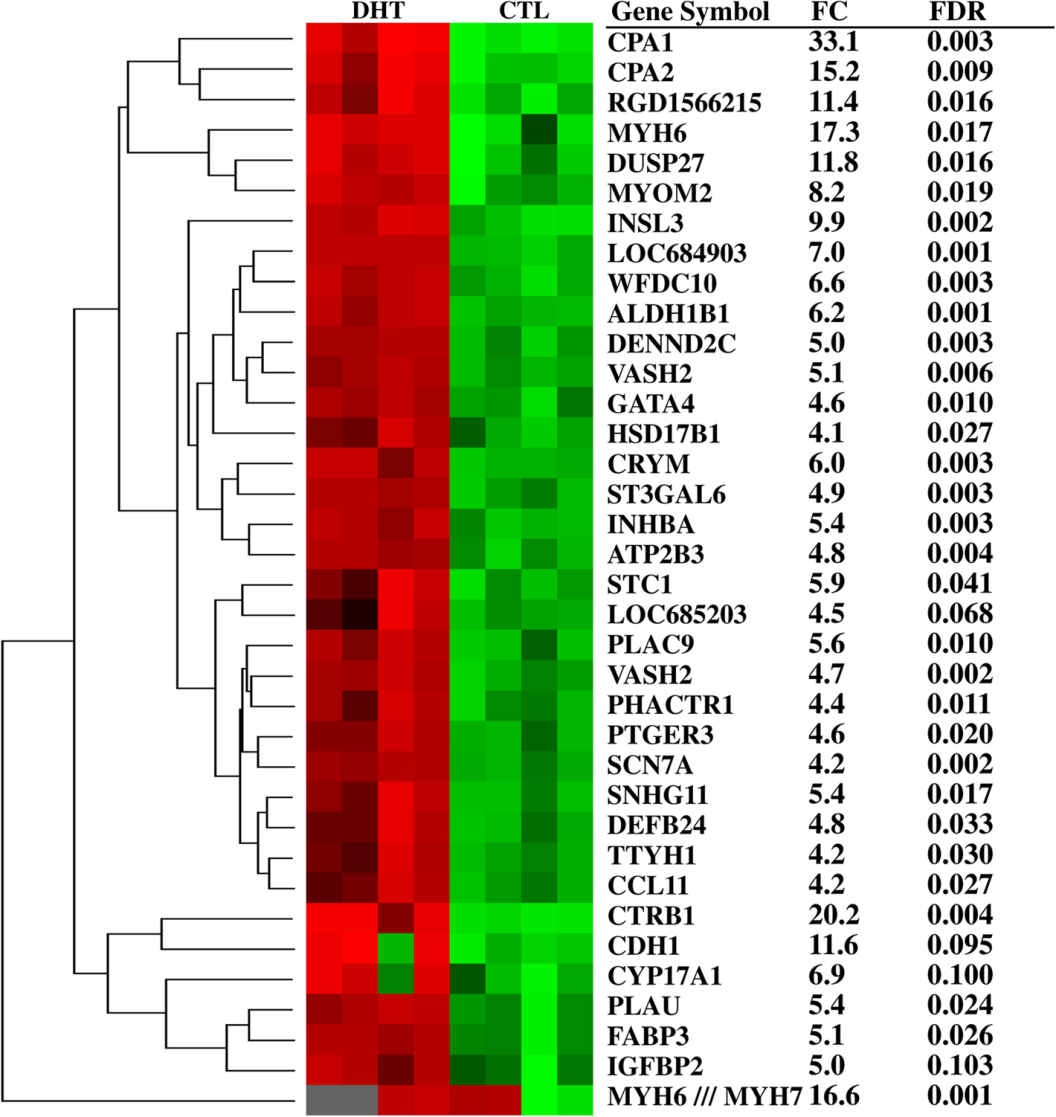
The hierarchical clustering and expression pattern of highly activated genes in DHT-treated ovaries relative to CTL group. DHT and CTL on the dendogram represent biological replicates in DHT-treated and CTL rat ovaries, respectively. The Heatmap was generated using normalized log_2_ transformed values and the normalized log_2_ transformed expression values are described by pseudo color scale with red in DHT-treated group indicating the activated transcript level while the green color in CTL group describes the repressed expression pattern of a specific gene.

### Molecular functions activated in ovaries of DHT-treated rats

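Genes of the cell cycle were higher in DHT-treated ovaries by small amounts. Of 25 measured genes of replication and mitosis, 24 had a positive log2 fold change with a median of 0.66, none was called, and none was when adjusted over the list alone, although 3681 of all probe sets had an unadjusted p under 0.05 in limma. The helicase subunits Mcm7 and Mcm2 had 1.16 (adjusted p = 0.152) and 0.63 (adjusted p = 0.381), and the mitotic genes Kif20a and Cdc20 had 1.01 (adjusted p = 0.329) and 0.91 (adjusted p = 0.394). The list was called higher by camera (adjusted p = 0.000281, and 0.709 with an estimated correlation), and the median difference was 0.74 against CTL replicate 3 and 0.61 against CTL replicates 1 and 2. With the 3' to 5' difference as a covariate the list had an adjusted p of 0.156, with array quality weights 0.124, and without DHT replicate 3 its median was 0.27. Genes of angiogenesis went the other way on balance. Of 20 measured, 15 had a negative log2 fold change, with a median of -0.17 (adjusted p = 0.0173, 0.349 with an estimated correlation, 0.0712 without CTL replicate 1, and 0.378 with that covariate). Of the 20, 4 were near background in both groups, and with dim probe sets left out the median was -0.29 (adjusted p = 0.0112). Vegfa, the main growth factor of vessels, had -2.21 (adjusted p = 0.188) and its receptor Flt1 had -1.37 (adjusted p = 0.115), whereas Vash2, a member of the vasohibin family, was called higher at 2.42 (adjusted p = 0.0868). When adjusted over the list alone, 1 was called higher and 2 lower. Of 13 endothelial markers, Kdr had -1.16 (adjusted p = 0.268) and Pecam1 -1.1 (adjusted p = 0.279), none was called over all probe sets, 1 was called lower when adjusted over the list alone, and the median was -0.62 (adjusted p = 0.00654, and 0.668 with an estimated correlation), but -0.073 against CTL replicate 3 and -0.36 without DHT replicate 3, and the covariate gave -0.0029 (adjusted p = 0.987).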

Gene set enrichment analysis showed 18 candidate biological processes, including cell differentiation/proliferation, transcriptional regulation/gene expression, neurogenesis, cell adhesion, RNA metabolism, macromolecule biosynthesis and blood vessel development processes to be affected in DHT-treated ovaries due to gene activation (Figure 6). Moreover, the activated genes known to be involved in selective and non-covalent binding of zinc ions, receptors, growth factors*,* protein phosphatases, DNA secondary structure and peptide antigens. In addition, some of the activated genes are known to be involved in growth factor activity, initiating for cell growth or proliferation and transcription corepressor activity (Table 2).

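Of the 91 genes that Table 2 names, 86 were measured. In the comparison of single animals 23 were called higher in DHT-treated ovaries, none was called lower, 63 did not pass the test and 84 had a positive log2 fold change. When adjusted over the list alone, 49 were called higher, which is not independent evidence since the study chose the genes on these samples. In the group of zinc ion binding 10 of 32 were called higher, among them Acy3, an aminoacylase, at 1.32 (adjusted p = 0.052). Of 26 genes of transcription regulator activity 10 were called higher, among them Smarcd3, a subunit of a chromatin remodelling complex, at 1.29 (adjusted p = 0.0571). In receptor binding 6 of 20 were called, with Arnt2, a partner of basic helix-loop-helix factors, at 1.1 (adjusted p = 0.0628), and in extracellular matrix binding 1 of 3, Vtn, an adhesion protein of plasma and matrix, at 1.65 (adjusted p = 0.0892). Of 7 genes of growth factor activity, Inhba and Bmp2 were called higher and the growth factor Mdk had 1.3 (adjusted p = 0.218). In growth factor binding 2 of 5 were called, Fgfr2, a receptor of fibroblast growth factors, at 1.5 (adjusted p = 0.0606), and Igfbp6, which binds insulin-like growth factor, at 1.14 (adjusted p = 0.0696). In protein dimerization activity 7 of 17 were called, with Foxp2 at 1.18 (adjusted p = 0.0684) and the growth hormone receptor Ghr at 1.05 (adjusted p = 0.056). The transporter Slc1a3 was called higher at 1.13 (adjusted p = 0.0944), but the mean of its 3 probe sets gave -0.022 (adjusted p = 0.983). With the pooled arrays as replicate 4, 68 of the 86 were called higher.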

**Figure 6:**
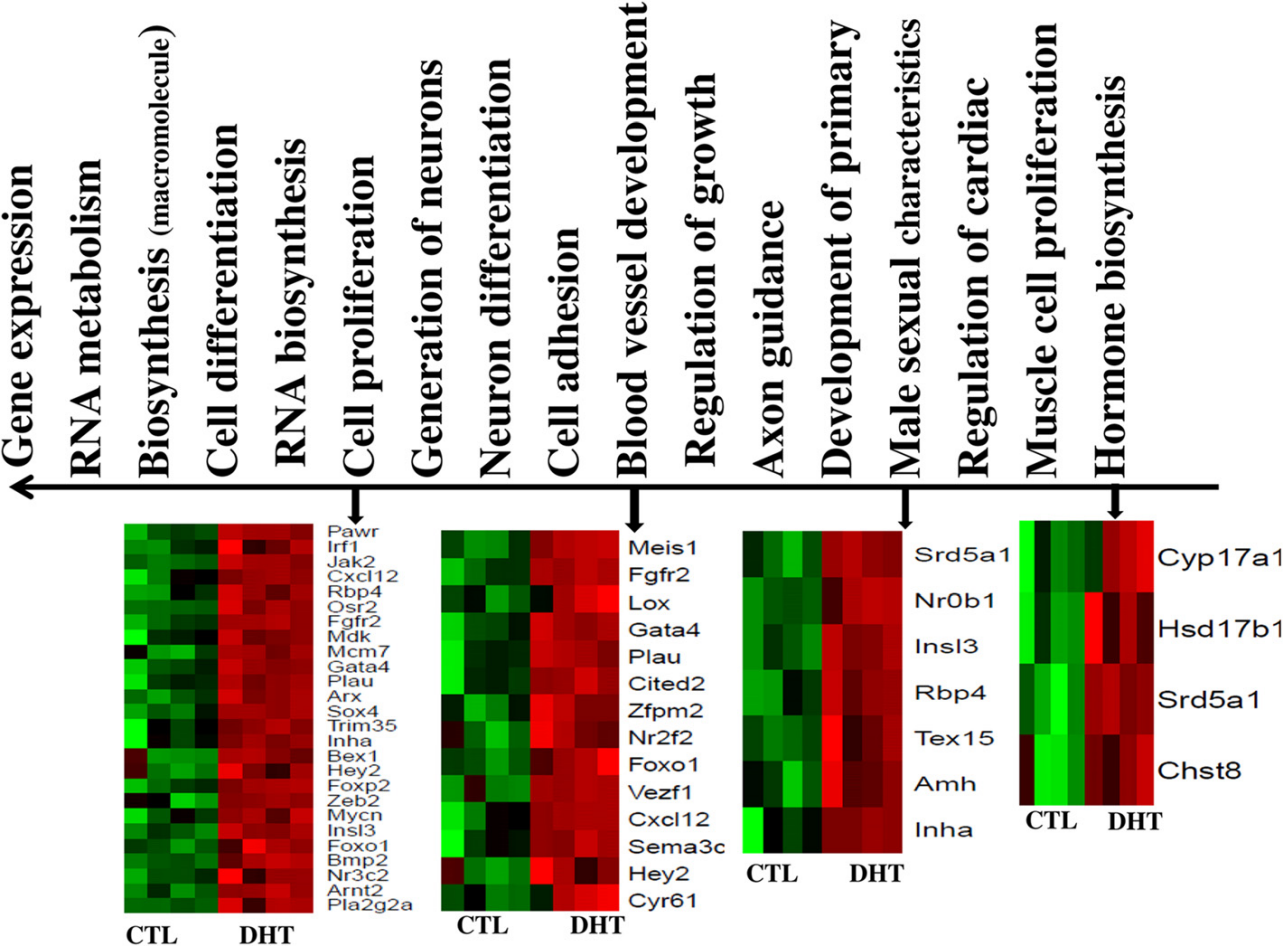
The most significantly molecular functions enriched by genes activated in DHT-treated ovaries. The direction of the arrow shows the significant level of the gene ontology terms. The heatmaps describe the expression pattern of clusters of genes involving in selected functions. Heatmaps were generated using normalized log2 transformed values and the normalized log2 transformed expression values are described by pseudo color scale with red in DHT group indicating the activated transcript level while the green color in CTL shows repressed expression pattern of a specific gene. DHT and CTL on the bottom of the heatmaps represent biological replicates in DHT-treated rat ovaries and rats which receive an empty silastic capsule, respectively

**Table 2:** **List of molecular functions containing genes with increased level of mRNA in DHT treated compared to CTL rat groups**

**Zinc ion binding**	***NR2F2,MAP3K1,PTGR1,CPA1,VEZF1,ACY3,SLC39A8,CPA2,RBM5,ZFP278,ZNF574, ZEB2, JARID1A, PHC1, ZCCHC11, KLF11, ZFPM2, OSR2, MSL2L1, TRIM37, PAN3, ZC3H11A, RGNEF, CRYZ, SIVA1, ZFP26, TRIM35, ZFP61, FOXP2, DTX3, ZNF292, GATA4, KLF15, RNF138, MMP23***
**Transcription regulator activity**	***NR2F2, CITED2, CRYM, ARNT2, NFIA, NR3C2, BMP2, SMARCD3, RPL7, MYCN, ZFP278, ZEB2, KLF11, ZFPM2, ARX, TLE1, FOXP2, ZNF292, GATA4, NR0B1,RBPJ, MEIS1, HOXD9, CDH1, FOXO1,TWIST, KLF15***
**Receptor binding**	***INSL3, INHA, JAK2, AKAP9, CXCL12, INHBB, ARNT2, INHBA, PENK, BMP2,SMARCD3, SEMA3C, EPHA4,SEMA6A, SIVA1, NR0B1, GAS6, ANGPTL1, MDK,STC1, IRS3***
**Protein dimerization activity**	***INHA, INHBB, GHR, ARNT2, NR3C2, SHMT1, INHBA, BMP2, MYH6, MYH7, RPL7, PON3, GUCY1A3, FOXP2, NR0B1, MEIS1, ROBO2***
**Growth factor activity**	***INHA, JAK2, INHBB, INHBA, BMP2, GAS6, MDK***
**Carboxylic acid transmembrane transporter activity**	***SLCO1A4, SLC13A5, SLC1A3, SLC7A5, SLC7A8***
**Growth factor binding**	***FGFR2, IGFBP6, CRIM1,HTRA3, CYR61***
**Insulin-like growth factor binding**	***IGFBP6, CRIM1, HTRA3, CYR61***
**Protein phosphatase binding**	***GHR, PHACTR1, JUP, CDH1***
**Extracellular matrix binding**	***VTN, RPSA, CYR61***
**L-amino acid transmembrane transporter activity**	***SLC1A3,SLC7A5, SLC7A8***
**Semaphorin receptor binding**	***SEMA3C, SEMA6A***
**Protein tyrosine phosphatase-like protein binding**	***JUP, CDH1***
**Actin-dependent atpase activity**	***MYH6, MYH7***
**Glycine hydroxyl methyltransferase activity**	***SHMT1, GART***
**Peptide antigen binding**	***SLC7A5, SLC7A8***
**Metallocarboxypeptidase activity**	***CPA1, CPA2***

### Molecular pathways activated or repressed in DHT-treated rats

In addition to their biological or molecular functions, an important and significantly dysregulated molecular interactions and relations associated with the activated or repressed genes were identified using KEGG and Panther gene enrichment analysis. The studies suggest 19 molecular pathways being affected in DHT-treated group (Table 3). Among these, cholesterol and trepenoid biosynthesis pathways, citrate cycle, androgen and estrogen metabolism were enriched by repressed genes while several metabolic pathways including glycolysis/gluconeogenesis, fatty acid metabolism, pyruvate metabolism, butanoate metabolism, lysine, leucine, valine and isoleucine degradation and glutathione metabolic pathways were enriched by both activated and repressed genes (Table 3).

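Of the 82 genes that Table 3 names, 70 were measured, and 7 were called higher and 6 lower in DHT-treated ovaries. When adjusted over the list alone, 15 were called higher and 14 lower, which is not independent evidence since the study chose the genes on these samples. In biosynthesis of steroids 2 of 13 measured genes were called lower, and 5 were when adjusted over the list alone. None of the 4 measured genes of terpenoid biosynthesis was called over all probe sets, and none of the 3 of the citrate cycle: the succinyltransferase Dlst had -1.38 (adjusted p = 0.212) and Acly, which makes cytosolic acetyl-CoA, had -1.1 (adjusted p = 0.303). In glutathione metabolism none of 4 was called, with Gstt1, a glutathione transferase, at -2.15 (adjusted p = 0.155) and Gpx7 at 1.27 (adjusted p = 0.302). In glycerophospholipid metabolism 2 genes were called higher and 1 lower of 6: Crls1, which makes cardiolipin, had 1.52 (adjusted p = 0.0656), and Pla2g2a, a secreted phospholipase, had 1.97 (adjusted p = 0.0944). For TGF-beta signalling 3 of 10 genes were called higher. In the complement and coagulation group 1 of 5 was called, the serine protease Masp1 at 2.06 (adjusted p = 0.0558), and C1qa had -1.77 (adjusted p = 0.289). Nfkbib, an inhibitor of NF-kappaB, was called lower at -1.01 (adjusted p = 0.0842). Among genes of androgen and estrogen metabolism Hsd17b1, which forms estradiol, had 2.0 (adjusted p = 0.213). With the pooled arrays as replicate 4, 22 of the 70 were called higher and 37 lower.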

**Table 3:** **List of molecular pathways containing genes with activated (↑) and repressed (↓) level of mRNA in DHT treated compared to CTL rat ovary groups**

**Biosynthesis of steroids**	**↓** ***CYP51***, ↓***HMGCR***, ↓***SQLE***, ↓***HSD17B7***, ↓***FDFT1***, ↓**LSS**, ***MVD***, ↓***FDPS***, ↓***IDI1***, ↓***SC5DL***, ↓***EBP***, ↓***SC4MOL***, ↓***TM7SF2***, ↓***DHCR24***, ↓***NSDHL***
**TGF-beta signaling pathway**	***↑INHBB***, ***↑INHBA***, ***↑AMH***, ***↑BMP2***, ***↑FOXO1***, ***↑FOXP2***, ↓***FKBP1A***,***↑ INHA***, ***↑*** **BAMBI**, ***↑CITED1***, ↓***CITED2***
**Leukocyte transendothelial migration**	***↑CXCL12***, ↓***THY1***, ↓***BCAR1***, ↓***PECAM1***,↓ ***CXCR4***, ***↑CLDN11***, ***↑MYL9***, ↓***SIPA1***
**Cholesterol biosynthesis**	↓***MVD***, ↓***HMGCR***, ↓***HMGCS1***, ↓***FDPS***, ↓***IDI1***, ↓***FDFT1***
**Pyruvate metabolism**	↓***ME1***, ↓***DLAT***, ***↑ALDH1B1***, ↓***ME2***, ↓***ACAT2***, ↓***ACSS2***, ***↑ME3***
**Glycerophospholipid metabolism**	↓***PLA2G1B***, ***↑PLA2G2A***, ↓***GPD1***, ↓***CDS1***,↓ ***PCYT2***, ***↑ETNK2***, ***↑CRLS1***
**Complement and coagulation cascades**	↓***A2M***, ↓***C2***, ↓***PLAU***, ***↑TFPI***, ***↑MASP1***,↓ ***CFB***, ↓***C1QA***
**Glycolysis/Gluconeogenesis**	↓***HK1***, ↓***HK2***, ↓***DLAT***, ***↑FBP2***, ***↑ALDH1B1***,↓***ACSS2***
**Adipocytokine signaling pathway**	***↑JAK2***, ↓***NFKBIB***, ***↑IRS3***, ↓***ACSL3***, ↓***ADIPOR***, ***↑STK11***
**Butanoate metabolism**	↓***HMGCS1***, ↓***AACS***, ***↑ALDH1B1***, ↓***ACAT2***, ***↑ACSM5***
**Terpenoid biosynthesis**	↓***SQLE***, ↓***FDFT1***, ↓***FDPS***, ↓**IDI1**
**Ether lipid metabolism**	↓***PLA2G1B***, ***↑PLA2G2A***, ***↑PAFAH1B3***, ↑***ENPP6***
**Citrate cycle (TCA cycle)**	↓***ACLY***, ↓***IDH1***, ↓***DLAT***, ↓***DLST***
**Androgen and estrogen metabolism**	***↑SRD5A1***, ↓ ***HSD17B1***, ↓***HSD17B7***, ↓***HSD3B6***
**Androgen/estrogene/progesterone biosynthesis**	↓***HSD3B6***, ↓***CYP11A1***, ↓***NSDHL***, ↓***CYP19A1***
**Glutathione metabolism**	↓***GPX1***, ↓***IDH1***, ↓***GSTT1***, ***↑GPX7***
**Lysine degradation**	***↑ALDH1B1***, ↓***DLST***, ↓***ACAT2***, ***↑MGC109340***
**Fatty acid metabolism**	***↑ACSL3***, ↓***ACAA2***, ***↑ALDH1B1***, ↓***ACAT2***
**Valine, leucine and isoleucine degradation**	↓***HMGCS1***, ↓***ACAA2***, ***↑ALDH1B1***, ↓***ACAT2***

### Validation of microarray data using real time quantitative PCR (qPCR)

To validate the expression data generated by microarray analysis, the expression level of 5 activated (*CTRB1*, *MYH6*, *PLAU*, *ST3GAL6* and *INHBA*) and 4 repressed (*STAR*, *HSD17B7*, *OSGIN1* and *RLN1*) genes were assessed by qPCR. 

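On the arrays of single animals, all 9 genes chosen for qPCR had the direction that Table 4 gives, with every DHT animal on one side of every CTL animal. Ctrb1, Inhba and St3gal6 were called higher, Osgin1 was called lower and 5 did not pass the test. St3gal6, a sialyltransferase, had 6.73 ± 0.12 (SD, n = 3) in DHT-treated and 4.49 ± 0.54 (SD, n = 3) in CTL ovaries, a log2 fold change of 2.24 (standard error 0.29, adjusted p = 0.0629). Plau, the urokinase that activates plasminogen, had 8.71 ± 0.35 (SD, n = 3) in DHT-treated and 6.17 ± 1.06 (SD, n = 3) in CTL ovaries, a log2 fold change of 2.54 (standard error 0.57, adjusted p = 0.156). Osgin1 had 4.75 ± 0.71 (SD, n = 3) in DHT-treated and 9.3 ± 1.04 (SD, n = 3) in CTL ovaries, a log2 fold change of -4.55 (standard error 0.64, adjusted p = 0.0708). In the count adjusted over the list alone, 5 were called higher and 2 lower; since the study picked the genes from the array results, this is not independent evidence. With the pooled arrays as replicate 4 all 9 were called. The 3' control probe set of beta-actin, the mRNA to which the qPCR values were normalized, read 9.17 to 10.2 on the DHT replicates, 11.7 and 11.1 on CTL replicates 1 and 2 and 9.54 on CTL replicate 3. The qPCR values themselves are not analysed here.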

The validation result shows that all the randomly selected genes displayed a similar trend to the microarray data, thus confirming the validity of the microarray results (Table 4).

**Table 4:** **The array and qPCR results for selected differentially expressed genes**

**Gene name**	**Gene symbol**	**Acess. No**	**Array result**		**qPCR result**	
			**FC**	**P value**	**FC**	**P value**
**Chymotrypsinogen b1**	**CTRB1**	**NM_012536**	**20 (↑)**	**0.00003**	**27.3 (↑)**	**0.0023**
**Myosin, heavy chain 6, cardiac muscle, alpha**	**MYH6**	**NM_017239**	**17 (↑)**	**0.0004**	**14 0 (↑)**	**0.06**
**Plasminogen activator, urokinase**	**PLAU**	**NM_013085**	**5.37 (↑)**	**0.0008**	**5.56 (↑)**	**0.13**
**St3 beta-galactoside alpha-2,3-sialyltransferase 6**	**ST3GAL6**	**NM_207602**	**4.9 (↑)**	**0.0126**	**5.28 (↑)**	**0.05**
**Inhibin beta-a**	**INHBA**	**NM_017128**	**5.43(↑)**	**0.002**	**28.9 (↑)**	**0.04**
**Steroidogenic acute regulatory protein**	**STAR**	**NM_031558**	**14.57 (↓)**	**0.001**	**25.5 (↓)**	**0.0018**
**Hydroxysteroid (17-beta) dehydrogenase 7**	**HSD17B7**	**NM_017235**	**30.52 (↓)**	**0.0003**	**47.67 (↓)**	**0.006**
**Oxidative stress induced growth inhibitor 1**	**OSGIN1**	**NM_138504**	**26.98 (↓)**	**0.000022**	**21.57 (↓)**	**0.0047**
**Relaxin 1**	**RLN1**	**NM_013413**	**133.9 (↓)**	**0.0014**	**255.8 (↓)**	**0.019**

FC = Fold change, ↑ and ↓ indicate the activated and repressed genes in DHT treated compared to CTL rat groups, p ≤ 0.05 considered as significant.

## Discussion

Using a rat PCOS model, we have previously reported altered ovarian expression pattern of 83 miRNAs following DHT treatment [23]. In this study, we investigated the gene expression profile of the same ovarian samples and identified 573 activated and 430 repressed gene transcripts in DHT-treated rats, suggesting the presence of transcriptome profile dysregulation due to hyperandrogenism. In addition, the cellular localization of the products of the activated or repressed gene showed 180 of the dysregulated ones were present in the nucleus while the majority were localized in the cytoplasm (Additional file 3: Figure S1), suggesting a possible dysregulation of genes function associated with specific ovarian subcellular localization.

The number of dysregulated ovarian genes in the DHT-treated rats appeared consistent with an earlier report by human ovarian cDNA microarray [30] in which the number of up-regulated genes (n = 88) was relatively higher than the down-regulated ones (n = 31) in ovaries of PCOS women compared to the non-PCOS subjects. However in another study where the GeneChips HG_U133A and HG_U133B arrays from Affymetrix used, majority of the dysregulated genes in PCOS were found to be down-regulated [31]. Although the reasons for these apparent discrepancies are not clear, the possibility that this could be due to the differences in tissue sampling, the microarray platform used and the statistical analysis cannot be excluded. 

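Table S3 sets the rat values beside those of human ovaries; the table as read here holds 157 genes, 66 higher and 91 lower in DHT-treated rats by the paper's values. A probe set with the gene's symbol was found for 147 of them. In all 147 the mean difference between single DHT and CTL animals had the paper's sign. Hk2 was near background in both groups, so its sign carries no direction, which leaves 146. Of the 147, 19 were called higher and 11 lower, and 117 did not pass the test. Alcam, a cell adhesion molecule, had a log2 fold change of 1.95 (standard error 0.16, adjusted p = 0.0508), Psip1, a chromatin-bound coactivator, had 1.5 (adjusted p = 0.0508), and Slc6a6, which carries taurine, was among those called lower. In the count adjusted over the list alone, 36 were called higher and 35 lower, which is not independent evidence, since the genes were chosen on these samples. In 135 of the 147 the groups did not overlap. With the pooled arrays as replicate 4, 52 were called higher and 71 lower. The human samples are not analysed here.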

To evaluate whether altered ovarian genes in DHT-treated rat resemble those of PCOS women, we merged our data with the supplemental data previously reported [31] (http://press.endocrine.org/doi/suppl/10.1210/me.2004-0074/suppl_file/suppltable1part1me_04_0074.xls) and noted that 160 dysregulated genes were observed in ovaries of both DHT-rats and PCOS women (Additional file 4: Table S3).

In the current study, we have described the key biological processes, molecular functions and pathways affected by dysregulated genes in DHT-treated rats. While the text mining approach would shed light on the relevance of the dysregulated genes with respect to the PCOS phenotype, the present global approach involving pathway analysis and molecular functions provided a more comprehensive understanding of the potential genetic mechanism underling PCOS phenotypes. Our findings also demonstrated ovarian cell type-specific changes in expression of genes involved in granulosa cell proliferation and progesterone biosynthesis [*AMH*, *RBP4* and cytochrome P450s (*CYP51, CYP19A1, CYP11A1* and *CYP17A1*) and dysregulation of the genes associated with cholesterol biosynthesis and metabolism (acetyl-CoA acetyltransferases enzymes, *ACTAs* and *HMGCR*) in DHT-treated ovaries. These findings are consistent with the dependence of granulosa cell progesterone biosynthesis on the de novo cholesterol synthesis [32]. 

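Markers of granulosa cells of growing follicles and of theca cells were higher in DHT-treated ovaries on balance. Of 15 measured granulosa markers 10 had a positive log2 fold change, 1 was called higher, Inhba, and the median was 0.55 (adjusted p = 0.0204, and 0.411 with an estimated correlation); the adjusted p was 0.226 without CTL replicate 3, 0.117 after quantile normalization, 0.129 with array quality weights and 0.112 with the 3' to 5' difference as a covariate, and the median was 0.090 (adjusted p = 0.443) without the members that the paper names and 0.15 (0.0431) with the mean of all probe sets of a gene. Of 7 theca markers 6 were positive, with a median of 1.03 (adjusted p = 0.00294, and 0.349 with an estimated correlation), and of 0.46 (adjusted p = 0.236) without the members that the paper names; with that covariate the adjusted p was 0.112. Insl3 was called higher, 2 were when adjusted over the list alone, Nr2f2, a nuclear receptor of stromal and theca cells, had 1.04 (adjusted p = 0.171) and Aldh1a1, which makes retinoic acid, had 1.53 (adjusted p = 0.42). Markers of luteal cells were lower: 10 of 11 had a negative log2 fold change and the median was -2.55 (adjusted p = 0.000139, and 0.501 with an estimated correlation), with a median difference of -1.6 against CTL replicate 3. Without the members that the paper names the luteal median was -0.63 (adjusted p = 0.34), and with the covariate -1.30 (adjusted p = 0.444). Among all luteal markers the secreted Wnt inhibitor Sfrp4 had -2.55 (adjusted p = 0.266); none was called over all probe sets and 1 was called lower when adjusted over the list alone. The luteal list shares Star, Cyp11a1 and Scarb1, the receptor for high-density lipoprotein, with the lists of steroid and cholesterol genes. Of 8 oocyte markers, the zona pellucida gene Zp2 was called higher at 1.55 (adjusted p = 0.087), and the median was -0.0060.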

More importantly, the action of *HMGCR* is believed to be the rate limiting step in cholesterol biosynthesis [33,34].

Our present findings suggest that the dysregulation of the isoprene pathway in cholesterol biosynthesis, leading to abnormal accumulation of cholesterol precursors in hyperandrogenic state. Moreover, down-regulation of cholesterol biosynthesis may limit the amount of cholesterol influx and in turn affect ovarian cellular functions including fertility in DHT-treated rats. 

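The enzymes from mevalonate to squalene and from squalene to cholesterol were lower in DHT-treated ovaries throughout, though few passed the test singly. Idi1, which interconverts the isoprene units, had 5.64 ± 0.34 (SD, n = 3) in DHT-treated and 9.81 ± 1.54 (SD, n = 3) in CTL ovaries, a log2 fold change of -4.17 (standard error 0.80, adjusted p = 0.119). Fdps, which makes farnesyl diphosphate, had -2.66 (adjusted p = 0.241), Mvd, the decarboxylase that precedes it, -2.64 (adjusted p = 0.236), and Mvk, mevalonate kinase, -1.37 (adjusted p = 0.453). Past farnesyl diphosphate, Fdft1, the squalene synthase, had -2.3 (adjusted p = 0.252), Sqle, the squalene epoxidase, -3.64 (adjusted p = 0.228), and Lss, which closes the sterol rings, -3.11 (adjusted p = 0.245). Msmo1, a sterol methyl oxidase, had -3.85 (adjusted p = 0.205), Sc5d -1.95 (adjusted p = 0.349) and Dhcr7, the last reductase, -1.04 (adjusted p = 0.598). Acat2, the cytosolic thiolase, had -2.23 (adjusted p = 0.258), Acat1, its mitochondrial relative, -1.34 (adjusted p = 0.819), and Pmvk -0.93 (adjusted p = 0.597). Of the 18 genes in Figure 7, 15 were measured; 1 was called lower, Cyp51, and 4 were when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. The CTL animals differed more among themselves than the DHT animals did, with SDs of 1.9 and 0.38 for Sqle (n = 3 each). With the pooled arrays as replicate 4, 11 of the 15 were called lower, and 7 without CTL replicate 3. From the repression of these enzymes the paper proposes that the isoprene branch of the pathway is disturbed under excess androgen, that sterol precursors then build up, and that a reduced supply of cholesterol affects the function of ovarian cells.

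**Figure D2:**
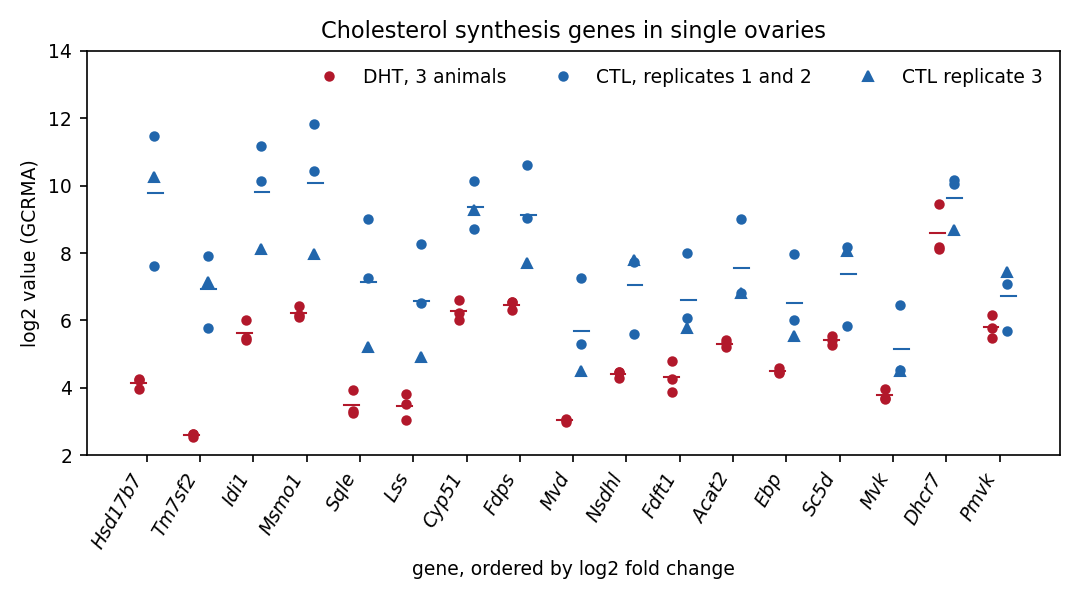
Log2 values of the 17 measured cholesterol synthesis genes in single ovaries of DHT-treated rats (red circles), CTL replicates 1 and 2 (blue circles) and CTL replicate 3 (blue triangles), with lines at the group means (n = 3 each). The mean of the DHT animals lies below that of the CTL animals for all 17 genes, and below the value of CTL replicate 3 as well.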

Here, a series of the enzymes involving in the conversion of mevalonate to arnesyl-diphosphate, isoprepene to saquale, and squalene in cholesterol were also repressed in ovaries of DHT-treated rats (Figure 7).

**Figure 7:**
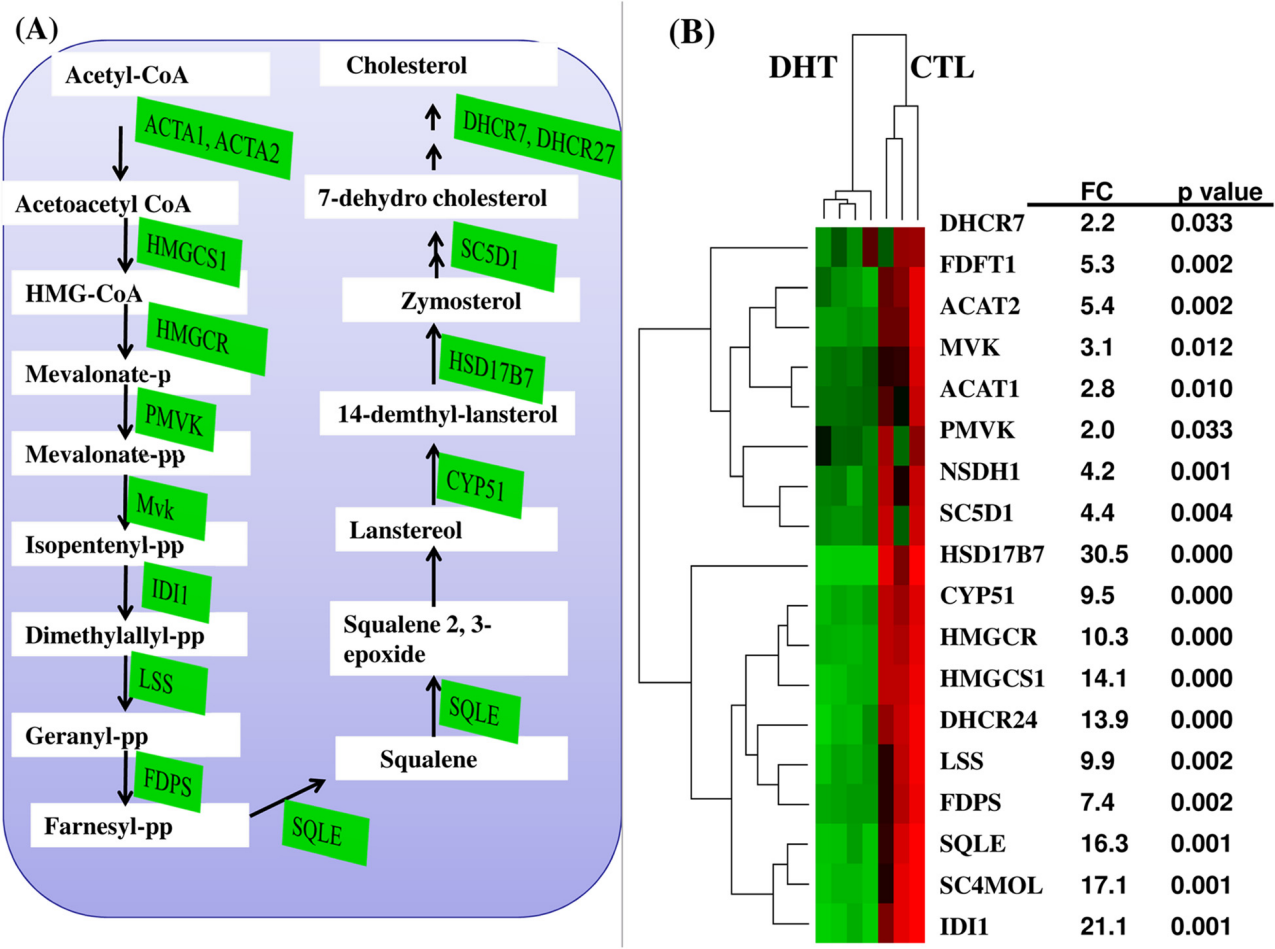
The expression pattern of genes involving in cholesterol biosynthesis pathway in DHT-treated rat ovaries. **(A)** A modified cholesterol biosynthesis pathway outlined by [51,52] and the intermediate and final products performed by repressed genes in DHT-treated ovaries. The genes are indicated in green box while the intermediate products are described in white box. **(B)** The expression pattern of genes involving in cholesterol biosynthesis in DHT-treated ovaries compared to CTL. FC: The average fold change reduction in DHT compared to CTL. P value: the significant level. The red color indicates the activated transcript in CTL level while the green color shows the repressed expression pattern of a specific gene in DHT rat groups.

One of the major functions of the ovary is the production of steroid hormone [35]. Here, we identified dysregulation of several genes associated with steroidogenesis in ovaries of DHT-treated rats, including repression of cytochrome P450s*,* STAR and 3β-hydroxysteroid dehydrogenases (Figure 8). 

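Of 11 measured genes of steroid synthesis none was called or was when adjusted over the list alone. Star, which carries cholesterol into mitochondria, had 7.99 ± 1.83 (SD, n = 3) in DHT-treated and 11.73 ± 0.57 (SD, n = 3) in CTL ovaries, a log2 fold change of -3.75 (standard error 0.97, adjusted p = 0.21). Cyp11a1, which cleaves the side chain of cholesterol, had 9.15 ± 1.8 (SD, n = 3) in DHT-treated and 12.32 ± 0.71 (SD, n = 3) in CTL ovaries, a log2 fold change of -3.17 (standard error 0.98, adjusted p = 0.29). Cyp19a1, the aromatase, had -2.91 (adjusted p = 0.404), and Por, the electron donor of the cytochromes, -0.79 (adjusted p = 0.277). Cyp17a1, which directs steroids toward androgens, was higher on average, with 9.45 ± 1.64 (SD, n = 3) in DHT-treated and 6.8 ± 1.22 (SD, n = 3) in CTL ovaries and an adjusted p of 0.418. Among the dehydrogenases, Hsd17b8 had -0.89 (adjusted p = 0.485) and Hsd17b12 -0.44 (adjusted p = 0.339), while Hsd17b1 was higher on average at 2.0 (adjusted p = 0.213). The list had a median of -0.44 with 9 of 11 members negative, and was called lower by camera (adjusted p = 0.0117, and 0.59 with an estimated correlation). This call was lost without CTL replicate 2 (median -0.35, adjusted p = 0.0679), without the members that the paper names (median -0.30, adjusted p = 0.129), with array quality weights (-0.77, 0.0671) and with the 3' to 5' difference as a covariate (-0.27, 0.617), and without CTL replicate 3 the median was -0.94 (0.0304). Of the 10 genes of Figure 8, 8 were measured and Stard4 was called lower, as it was when adjusted over the list alone, which is not independent evidence since the study chose them on these samples.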

The repression of STAR in DHT-treated group suggests a reduced level of cholesterol influx for downstream steroidogenesis. In addition, the down-regulation of *CYP11A1* and CYP19A1 in DHT-treated ovaries was consistent with our previous publication showing decreased aromatase expression and estradiol secretion in granulosa cells from DHT-treated rats [36]. Therefore, the dysregulation of genes associated with steroidogenesis in DHT-treated rats could result in abnormal sex hormone levels and ultimately PCOS phenotypes, including cycle irregularity, abnormal folliculogenesis and anovulation.

**Figure 8:**
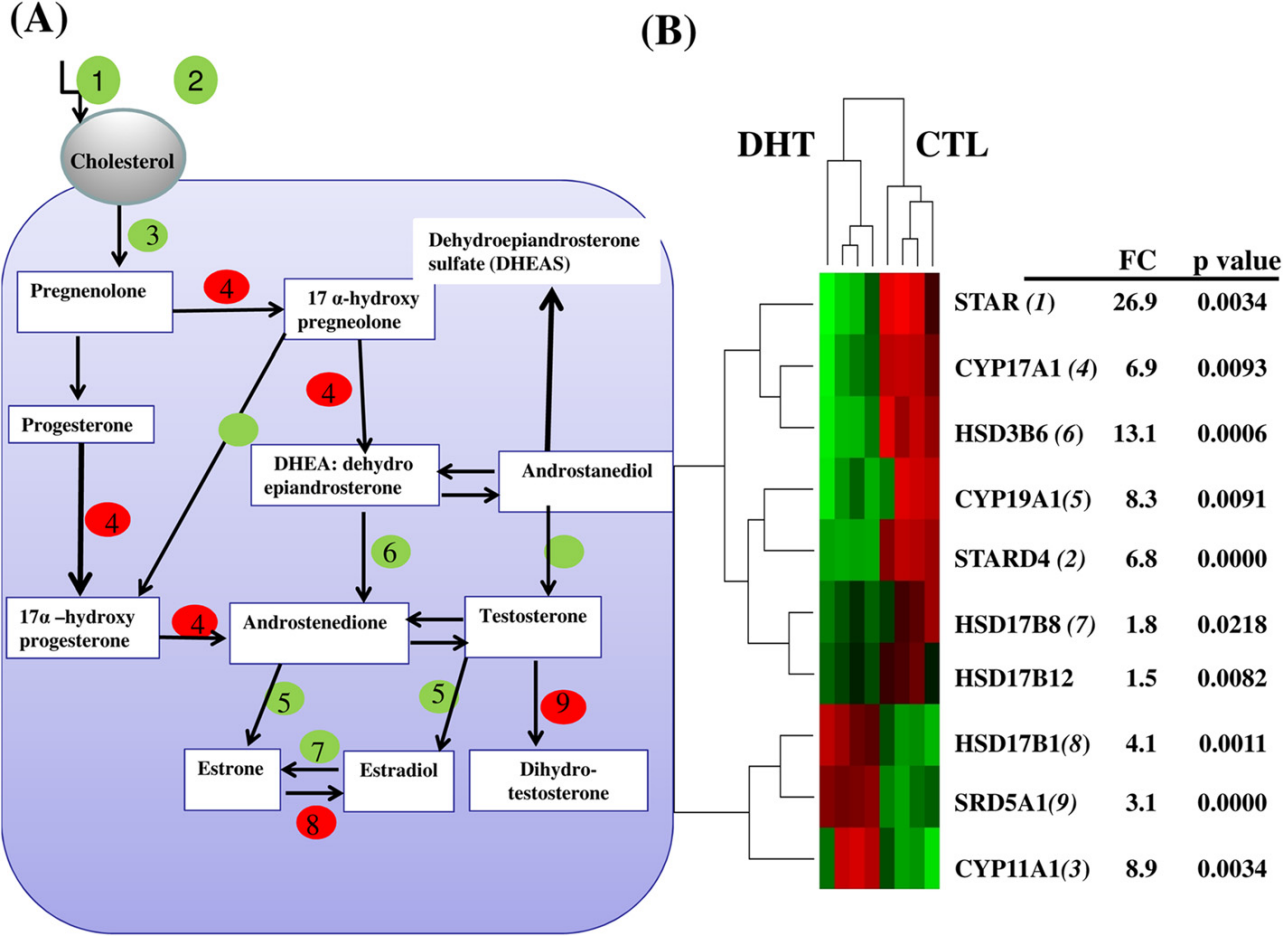
The expression pattern of genes involving in sex steroid biosynthesis pathway in DHT-treated rat ovaries. **(A)** A modified steroid biosynthesis pathway from [53]. The intermediate and final products performed by dysregulated genes in DHT-treated ovaries are indicated in white box while the number in red or green circle corresponds the genes (enzymes) indicated in Figure B. **(B)** The heatmap displaying the expression pattern of repressed and activated genes involving in steroid biosynthesis in DHT compared to CTL. FC indicates the average fold change gene expression reduction or activation in DHT compared to CTL. P value: the significant levels.

Women with PCOS may have higher abdominal body fat distribution, due to hyperandrogenism and insulin resistance [37]. This phenomenon may be attributed by increased level of lactate, long-chain fatty acids and triglyceride [38-40]. We have previously demonstrated that the rats treated with DHT exhibited higher body weight compared to control [23]. Although data regarding the total fat content of the ovary is lacking, examination into the gene set enrichment analysis revealed 42 genes associated with lipid metabolism and biosynthesis were repressed in DHT-treated rats. 

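Genes that make fatty acids and glycerolipids were lower in DHT-treated ovaries more often than higher. Agpat2, an acyltransferase of triglyceride and phospholipid synthesis, had 6.69 ± 0.54 (SD, n = 3) in DHT-treated and 7.95 ± 0.24 (SD, n = 3) in CTL ovaries, a log2 fold change of -1.26 (standard error 0.30, adjusted p = 0.177). Cds1, which makes an activated precursor of phospholipids, had -1.99 (adjusted p = 0.257). In the count adjusted over the list alone, 4 of the 23 measured genes of fatty acid and glycerolipid synthesis were called lower and none higher. The median over the list was -0.26 against CTL replicate 3 alone and -0.72 against CTL replicates 1 and 2. Of 13 genes of fatty acid oxidation 9 had a negative log2 fold change. Crat, which transfers acetyl groups to carnitine, had -1.39 (adjusted p = 0.11), Cpt2 -1.36 (adjusted p = 0.736), Slc25a20, which carries acylcarnitines into mitochondria, -1.12 (adjusted p = 0.42), and the acyl-CoA dehydrogenase Acadvl -0.61 (adjusted p = 0.564). None was called over all probe sets and 1 was called lower when adjusted over the list alone. The list had a median of -0.18 (adjusted p = 0.0442, and 0.709 with an estimated correlation), and of 0.66 against CTL replicate 3 alone; it was 0.047 without CTL replicate 2, -0.069 without CTL replicate 1 and -0.031 without DHT replicate 3, and not called in any of these, nor with a mean-variance trend (adjusted p = 0.0583), without the members that the paper names (0.259) or with the 3' to 5' difference as a covariate (median 0.62, adjusted p = 0.101). Without CTL replicate 3 its median was -1.11 (adjusted p = 0.000201), with array quality weights -0.90 (0.000448) and with the mean of all probe sets of a gene -0.054 (0.0431). Of 9 adipocyte markers, 6 were near background in both groups and the median was -0.049 (adjusted p = 0.212).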

Among those, 26 genes including acyl-CoA synthetase and fatty acid synthase are known to be involved in dual roles of lipid synthesis and metabolism, while 16 other genes were related only to lipid metabolism. The dysregulation of genes involving *de novo* lipid synthesis and metabolism in the DHT group may result in the accumulation of lipid precursors or lack of essential fatty acids which are required for normal ovarian physiology.

One of the characteristics of PCOS is the presence of atretic follicles or premature growth arrest without atresia [41,42]. These phenotypic manifestations could be due to defects in steroid biosynthesis and energy metabolism. In line with this notion, excess androgen, luteinizing hormone and insulin are associated with the recruitment of several but small preovulatory follicles [5]. Indeed, cell cycle progression and proliferation is thought to be controlled by several regulators [43]. 

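Amh, the hormone of small growing follicles, had 8.24 ± 0.34 (SD, n = 3) in DHT-treated and 7.28 ± 0.39 (SD, n = 3) in CTL ovaries, a log2 fold change of 0.97 (standard error 0.27, adjusted p = 0.238), and was not called. Bmp2 was called higher, with 7.7 ± 0.34 (SD, n = 3) in DHT-treated and 5.9 ± 0.46 (SD, n = 3) in CTL ovaries and a log2 fold change of 1.8 (standard error 0.29, adjusted p = 0.0918). Adjusted over the list of these 2 genes alone, Bmp2 was called higher, which is not independent evidence since the study named them on these samples. Both belong to the TGF-beta superfamily. Of 34 measured genes of TGF-beta, activin and BMP signalling, 25 had a positive log2 fold change and 3 were called higher, Inhba, Bmp2 and Smad3, as they were when adjusted over the list alone. Smad3, which carries TGF-beta and activin signals to the nucleus, had 1.67 (adjusted p = 0.0941), and Smad4, its partner, had 0.43 (adjusted p = 0.141). The list had a median of 0.38 and was called higher by camera (adjusted p = 0.00408, and 0.349 with an estimated correlation). The call was lost without CTL replicate 3 (median 0.30, adjusted p = 0.147), without the members that the paper names (0.28, 0.22) and with array quality weights (0.31, 0.106); the median was 0.073 (adjusted p = 0.0138) with the mean of all probe sets of a gene and 0.63 (0.0214) with the 3' to 5' difference as a covariate, and against CTL replicate 3 alone the median difference was 0.68.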

In the current study, a total of 45 genes that associated with cell proliferation and differentiation, including *AMH* and *BMP2*, were activated in ovaries of DHT-treated rats (Figure 6). *AMH* inhibits primordial follicle recruitment and decreases the sensitivity of growing follicles to FSH [44]. *AMH* nulls and heterozygous mice exhibited early depletion of primordial follicles [45]. Similarly, it is possible that *BMP2* gene activated in DHT-treated ovaries could participate in the regulation of folliculogenesis and luteinization by modulating gonadotropin receptor expression [46]. Activation of these genes may induce small follicle growth but dominant follicle growth arrest in DHT-treated rats, although this possibility needs further investigation.

In addition, genes involved in glycolysis/gluconeogenesis are also dysregulated by DHT treatment. It is known that hexokinases (HK1/2) convert glucose to glucose 6-phosphate [47] while pyruvate dehydrogenase complex component x (*PDHX)* catalyzes the conversion of pyruvate to acetyl coenzyme A [48,49]. 

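All 6 of these genes were measured, 5 were above background in at least 1 group and had the stated direction on average, and Aldh1b1 was called higher in DHT-treated ovaries. Fbp2, the fructose bisphosphatase of muscle, had 5.75 ± 0.58 (SD, n = 3) in DHT-treated and 3.76 ± 0.50 (SD, n = 3) in CTL ovaries, a log2 fold change of 2.0 (standard error 0.39, adjusted p = 0.122). Hk1 had -1.07 (adjusted p = 0.277) and Acss2, which activates acetate, -1.43 (adjusted p = 0.405). Pdhx had -0.78 (adjusted p = 0.879). Hk2 was near background on all arrays of both groups, at 2.3 ± 0.0078 (SD, n = 3) in DHT-treated and 2.35 ± 0.11 (SD, n = 3) in CTL ovaries, so no fold is given. In the count adjusted over the list alone, Fbp2 joined Aldh1b1, which is not independent evidence since the study chose the genes on these samples. Of 17 genes of glycolysis none was called, and none was when adjusted over the list alone. Pgam1 had -0.79 (adjusted p = 0.152), Ldhb 0.47 (adjusted p = 0.59) and Pfkm, the phosphofructokinase of muscle, 1.01 (adjusted p = 0.365). The median over the list was -0.054 (adjusted p = 0.435), from -0.50 against CTL replicates 1 and 2 to 0.70 against CTL replicate 3; the list was called lower without CTL replicate 3 (-0.50, adjusted p = 0.00625) and with array quality weights (-0.37, 0.0119).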

In our study, ovarian *HK1*, *HK2*, *PDHX* and *ACSS2* were repressed but *FBP2* and *ALDH1B1* were activated in DHT-treated rats (Table 3), further complicating the metabolic disorders in those groups. This finding is consistent with earlier report indicating the down-regulation of several genes regulating glucose synthesis and consumption in PCOS patients [50]. In addition, down-regulation of the oxidative reductase gene (Figure 3E) and those of citrate acid cycle pathway (Table 3) adds further evidence for dysregulated energy metabolism in DHT-treated ovaries.

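The direction of the genes of energy metabolism depended on which CTL animals served as the reference, and their calls also on other settings. Of 16 measured genes of the citrate cycle 13 had a negative log2 fold change, none was called or was when adjusted over the list alone, and the median was -0.46 (adjusted p = 0.121). Idh3b, a subunit of the mitochondrial isocitrate dehydrogenase, had -0.87 (adjusted p = 0.768), Idh3a -0.20 (adjusted p = 0.769) and Idh2, the form that makes NADPH, 0.84 (adjusted p = 0.327). The median over the list was -1.41 against CTL replicates 1 and 2 and 1.32 against CTL replicate 3, whose Gapdh 3' to 5' difference lay within the range of the DHT animals. Without CTL replicate 3 the list was called lower (adjusted p = 1.04e-06), but higher with the 3' to 5' difference as a covariate (median 1.30, adjusted p = 0.00829). With all 3 CTL animals kept it was called lower after quantile normalization (adjusted p = 0.0269), with the pooled arrays as replicate 4 (0.0421) and with dim probe sets left out (0.0414). Array quality weights also called it lower (adjusted p = 4.78e-06). They gave CTL replicate 3 a weight of 0.028 against 1.07 to 7.76 for the other arrays, so that fit nearly leaves this animal out. Of 24 genes of oxidative phosphorylation 13 were negative, none was called or was when adjusted over the list alone, and the median was -0.035 (adjusted p = 0.625), but -0.71 against CTL replicates 1 and 2 and 1.26 against CTL replicate 3. Cox6c, a subunit of cytochrome oxidase, had 0.70 (adjusted p = 0.688), and the complex I subunits Ndufb5, Ndufb3 and Ndufs7 had 0.15 (adjusted p = 0.44), 0.13 (adjusted p = 0.838) and -0.37 (adjusted p = 0.874). Without CTL replicate 3 this list was called lower too (adjusted p = 9.29e-06), and with the covariate likewise higher (median 1.22, adjusted p = 0.000573); array quality weights gave -0.59 (adjusted p = 0.000237).

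**Figure D3:**
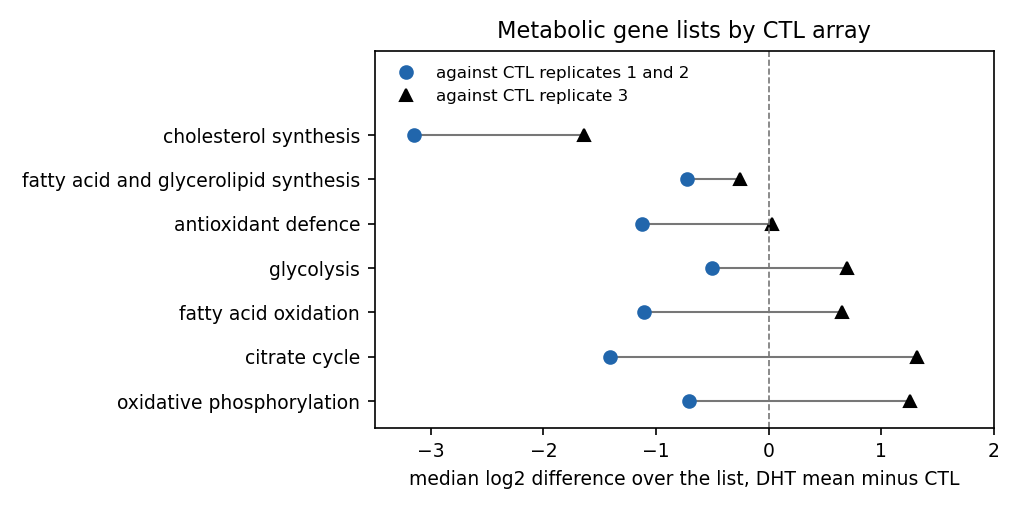
Median log2 difference over each of 7 metabolic gene lists between the mean of the 3 DHT animals and CTL replicates 1 and 2 (circles) or CTL replicate 3 (triangles); the dashed line marks no difference. Cholesterol synthesis lies below 0 against both, at -3.15 and -1.64, while the citrate cycle lies at -1.41 against CTL replicates 1 and 2 and at 1.32 against CTL replicate 3.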

In conclusion, we have provided detailed evidence for transcriptome profile changes in a chronically androgenized PCOS rat model. Our data suggest biosynthesis and metabolism of cholesterol, sterols/steroids, lipids and oxidation/reduction are key molecular functions associated with repressed gene expression in DHT-treated rats. On the other hand, cell differentiation/proliferation, transcriptional regulation, neurogenesis, cell adhesion and blood vessel development were enriched by activated genes in this animal model. It is therefore conceivable that these molecular functional alterations could be a molecular clue for abnormal steroidogenesis, estrous cycle irregularity, abnormal folliculogenesis, anovulation, and disorders in carbohydrate regulation and lipid metabolism occurring in PCOS patients. This study contributes significantly to our understanding of the ovarian transcriptome profile and associated molecular functional alterations in DHT-treated rats, and provides the basis for future in-depth functional and mechanistic studies that to shed light on the pathophysiologic significance of the current findings in PCOS.

## Additional files

Additional file 1: Table S1. Significant biological processes enriched by genes repressed in DHT-treated ovaries. Additional file 2: Table S2. Significant molecular functions enriched by genes repressed in DHT-treated ovaries. Additional file 3: Figure S1. Cellular localization (cellular components) of dysregulated genes in DHT- treated ovaries. Additional file 4: Table S3. The expression pattern of some dysregulated genes in DHT rat ovaries in the current data set and their corresponding expression level in PCOS human ovary and long-term androgen-treated female-to-male transsexuals (TSX) compared to healthy ovaries [31].

# Supplementary material for: Polycystic ovarian syndrome is accompanied by repression of gene signatures associated with biosynthesis and metabolism of steroids, cholesterol and lipids
**Source:** J Ovarian Res. 2015 Apr 13;8:24. doi: 10.1186/s13048-015-0151-5
**Supplement:** Additional file 1: Table S1. — Significant biological processes enriched by genes repressed in DHT-treated ovaries.

Table S1. Ssignificant biological processes enriched by genes repressed in

DHT treated ovaries.

| GOBPID | Pvalue | Count | Size | Term |
| --- | --- | --- | --- | --- |
| GO:0016126 | 3.08E-14 | 13 | 28 | Sterol biosynthetic process |
| GO:0016125 | 6.01E-14 | 18 | 70 | Sterol metabolic process |
| GO:0006695 | 1.88E-13 | 12 | 25 | Cholesterol biosynthetic process |
| GO:0008203 | 2.99E-13 | 17 | 66 | Cholesterol metabolic process |
| GO:0006694 | 3.63E-13 | 18 | 77 | Steroid biosynthetic process |
| GO:0008202 | 5.16E-11 | 22 | 158 | Steroid metabolic process |
| GO:0006629 | 1.73E-10 | 42 | 570 | Lipid metabolic process |
| GO:0008610 | 3.41E-10 | 26 | 243 | Lipid biosynthetic process |
| GO:0006066 | 1.46E-09 | 27 | 279 | Cellular alcohol metabolic process |
| GO:0055114 | 1.03E-07 | 29 | 385 | Oxidation reduction |
| GO:0008299 | 6.04E-07 | 6 | 14 | Isoprenoid biosynthetic process |
| GO:0051186 | 8.50E-07 | 17 | 166 | Cofactor metabolic process |
| GO:0006720 | 1.15E-05 | 7 | 32 | Isoprenoid metabolic process |
| GO:0032787 | 0.0003211 | 17 | 262 | Monocarboxylic acid metabolic process |
| GO:0002682 | 0.00114071 | 17 | 293 | Regulation of immune system process |
| GO:0006084 | 0.00129053 | 5 | 33 | Acetyl-coa metabolic process |
| GO:0006869 | 0.0012938 | 8 | 85 | Lipid transport |
| GO:0042446 | 0.00218454 | 5 | 37 | Hormone biosynthetic process |
| GO:0051188 | 0.00250842 | 7 | 74 | Cofactor biosynthetic process |
| GO:0010035 | 0.00740892 | 10 | 161 | Response to inorganic substance |
| GO:0019752 | 0.01016314 | 20 | 453 | Carboxylic acid metabolic process |
| GO:0006082 | 0.01063569 | 20 | 455 | Organic acid metabolic process |
| GO:0009108 | 0.01210771 | 5 | 55 | Coenzyme biosynthetic process |
| GO:0003018 | 0.01355921 | 6 | 78 | Vascular process in circulatory system |
| GO:0042221 | 0.02487924 | 37 | 1064 | Response to chemical stimulus |
| GO:0009100 | 0.02695364 | 6 | 91 | Glycoprotein metabolic process |
| GO:0003006 | 0.03162836 | 7 | 120 | Reproductive developmental process |
| GO:0048666 | 0.03272748 | 14 | 322 | Neuron development |
| GO:0042110 | 0.04601073 | 8 | 158 | T cell activation |
| GO:0007409 | 0.04656061 | 9 | 187 | Axonogenesis |
| GO:0000302 | 0.04857745 | 5 | 79 | Response to reactive oxygen species |

# Supplementary material for: Polycystic ovarian syndrome is accompanied by repression of gene signatures associated with biosynthesis and metabolism of steroids, cholesterol and lipids
**Source:** J Ovarian Res. 2015 Apr 13;8:24. doi: 10.1186/s13048-015-0151-5
**Supplement:** Additional file 2: Table S2. — Significant molecular functions enriched by genes repressed in DHT-treated ovaries.

Table S2. Significant molecular functions enriched by genes repressed in

DHT treated ovaries.

| GOMFID | Pvalue | Count | Size | Term |
| --- | --- | --- | --- | --- |
| GO:0003824 | 2.88E-06 | 122 | 3443 | catalytic activity |
| GO:0016787 | 0.03901096 | 46 | 1412 | hydrolase activity |
| GO:0016491 | 4.27E-07 | 34 | 529 | oxidoreductase activity |
| GO:0048037 | 1.32E-06 | 19 | 209 | cofactor binding |
| GO:0050662 | 2.63E-07 | 17 | 152 | coenzyme binding |
| GO:0030246 | 0.00207664 | 14 | 230 | carbohydrate binding |
| GO:0005506 | 0.004292 | 13 | 223 | iron ion binding |
| GO:0016746 | 0.00095439 | 10 | 121 | transferase activity, transferring acyl groups |
| GO:0009055 | 0.01427195 | 9 | 151 | electron carrier activity |
| GO:0005529 | 0.02180615 | 8 | 136 | sugar binding |
| GO:0008415 | 0.00697118 | 8 | 111 | acyltransferase activity |
| GO:0017124 | 0.00048543 | 7 | 56 | SH3 domain binding |
| GO:0030247 | 0.0075857 | 7 | 90 | polysaccharide binding |
| GO:0001871 | 0.01186436 | 7 | 98 | pattern binding |
| GO:0004721 | 0.04592353 | 6 | 103 | phosphoprotein phosphatase activity |
| GO:0005319 | 0.00137372 | 6 | 49 | lipid transporter activity |
| GO:0016853 | 0.02485904 | 6 | 89 | isomerase activity |
| GO:0008201 | 0.00390633 | 6 | 60 | heparin binding |
| GO:0005539 | 0.01927422 | 6 | 84 | glycosaminoglycan binding |
| GO:0050660 | 0.00358991 | 6 | 59 | FAD binding |
| GO:0016407 | 0.00152862 | 6 | 50 | acetyltransferase activity |
| GO:0004725 | 0.02832029 | 5 | 68 | protein tyrosine phosphatase activity |
| GO:0004091 | 0.01522338 | 5 | 58 | carboxylesterase activity |
| GO:0016790 | 0.04430757 | 4 | 53 | thiolester hydrolase activity |
| GO:0050661 | 0.00382897 | 4 | 26 | NADP or NADPH binding |
| GO:0048029 | 0.02095232 | 4 | 42 | monosaccharide binding |
| GO:0004806 | 0.00295478 | 3 | 12 | triacylglycerol lipase activity |
| GO:0016229 | 0.02694164 | 3 | 26 | steroid dehydrogenase activity |
| GO:0016417 | 0.00015318 | 3 | 5 | S-acyltransferase activity |
| GO:0016877 | 0.00698061 | 3 | 16 | ligase activity, forming carbon-sulfur bonds |
| GO:0016863 | 0.00051629 | 3 | 7 | intramolecular oxidoreductase activity, transposing C=C bonds |
| GO:0016860 | 0.03272453 | 3 | 28 | intramolecular oxidoreductase activity |
| GO:0016830 | 0.04605763 | 3 | 32 | carbon-carbon lyase activity |
| GO:0016408 | 0.00051629 | 3 | 7 | C-acyltransferase activity |
| GO:0016878 | 0.00225793 | 3 | 11 | acid-thiol ligase activity |

How the deposited data were processed for this re-analysis (not part of the article)

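Ovarian RNA of 3 DHT-treated and 3 CTL rats was measured on arrays of single animals, with 1 further array of pooled RNA per group, 8 arrays in all. The authors normalized the arrays by GCRMA, and the deposited values are log2 expression per probe set, already corrected for background, normalized and summarized. No raw data were processed here. The values were not centred by gene. Gene names came from the array annotation and were matched by Entrez gene to the reference gene names of GRCr8. The 57 Affymetrix controls were left out of the tests, and of the other 31042 probe sets 20826 carry 1 gene symbol, 436 carry several and 9780 carry none here. A gene of the paper without a probe set that carries its symbol counts as not measured.

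The comparison of 3 DHT with 3 CTL arrays used lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the 31042 probe sets. Every adjusted p of a gene is from this limma fit unless said otherwise. A probe set was called at a fold change of 2 or more, p of 0.01 or less and a false discovery rate of 10% or less. The arrays of pooled RNA were left out, since they hold RNA of the same animals, and counting them as replicate 4 of each group was an alternative. A gene stands for its probe set with the highest mean over the 6 arrays. The genes named one by one are the 15 per direction with the largest change among those called with 1 symbol and no overlap between the groups, the genes that the paper's text, its Figures 7 and 8 and its Table 4 name, and up to 4 members with the smallest p in each list. Genes that the paper gives were seen with the paper's values. This gave 220 genes, of which 21 were called lower and 35 higher.

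With a gene that stands in several lists counted in each, the 31 gene lists hold 524 members, of which 460 were measured. They, the tests, the naming rule and the alternatives were fixed before the data were examined, except where the text says that a setting or test was chosen later. Each list was tested by camera of limma, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists, and was called at an adjusted p of 0.05 or less. With a correlation estimated for each list none was called, and the lowest adjusted p was 0.349. The value given for a list is its median log2 fold change. Its median, mean and test differ in sign for hormone receptors, surface and other epithelium, red blood cells, oocytes, pancreatic acinar cells and striated muscle. For genes that the study itself grouped, members called are counted, over all probe sets and over the list alone, and no set test was made.

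A probe set was near background on an array at or below the 95th percentile of 29 probe sets of olfactory, vomeronasal and taste receptor genes. With the mode of each array plus 1 as the level, 14955 probe sets were near background on all 8 arrays. Where the 3 arrays of 1 group were near background, the fold is given as a lower bound. The 3' to 5' difference is the log2 value of the 3' control probe set of an mRNA minus that of its 5' control probe set. It was examined only after the calls had been seen. The paper states that RNA integrity was evaluated with a Bioanalyzer, and its text gives no values.

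The alternatives were the pooled arrays as replicate 4, replicate numbers as a block, quantile normalization, median scaling, dim probe sets left out, a mean-variance trend, array quality weights, each array left out in turn, other criteria, the mean of all probe sets of a gene, pooled RNA against pooled RNA, and for the lists an estimated correlation and the members that the paper does not name. The estimation of array quality weights gave a convergence warning, and CTL replicate 3 got a weight of 0.028 against 1.07 to 7.76 for the others. The Gapdh 3' to 5' difference as a covariate was added after the data had been seen. The method was tested on simulated data of the same size. Of 50 probe sets changed by each size, 36% were recovered at a log2 change of 1.5 and 46% at 2. At 3 it was 68% and at 4 it was 82%, with 6 false calls. Of the simulated lists, camera called 5 of 5 shifted by 0.8 and 0 of 15 others. That 0 does not carry over to the real arrays, where the estimated correlation reached 0.82, for immediate early genes, against the preset 0.01. There the other splits of the 6 animals called 0 to 17 lists, all but 1 of them at least 6. The number of arrays limits the precision.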

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

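The tests of the lower probe sets, the hybridization controls and the label of CTL replicate 3, of pancreatic and muscle RNA, and of the cholesterol genes were chosen only after the results they bear on had been seen; the tests of a compressed range and of the higher probe sets were not.

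CTL replicate 3 stood apart from all other arrays. Quantile normalization moved its lowest r with CTL replicates 1 and 2 only from 0.866 to 0.867, against 0.928, the lowest among the other 7 arrays. A compressed range that keeps the order of the values cannot change rank correlations. The Spearman rank correlations of CTL replicate 3 were 0.902 to 0.936 with the other 7 arrays, and 0.945 was the lowest among those 7. These values argue against a compressed range as the only cause. For 269 probe sets CTL replicate 3 lay at least 2 log2 above both other CTL arrays. The pooled CTL RNA held 0.304 of the excess that an equal mix would give. For 1212 probe sets at least 2 log2 lower on CTL replicate 3, the pool held 0.703 of the deficit. The pooled array did not read as an equal mix: its Gapdh 3' to 5' difference was 2.62 where such a mix would give 0.592. Neither share can therefore tell whether the animal's RNA differed. The hybridization controls lay a median of 1.46 above the next highest array, as less labelled RNA would give. A difference in the RNA and less labelled RNA both stay open, and a biological difference of the animal was not tested. The first test of whether the array may be that of a DHT animal under a CTL label was the share of the 1622 probe sets called without it that lay nearer the DHT mean on it, 71.6%, which by its own rule went with that label error. A further test, added after that share had been seen, was the highest r with a DHT array, 0.907, below the lowest r among the DHT arrays, 0.984, which goes against it, as do 16 of 17 cholesterol synthesis genes higher on it than on every DHT array and Cpa1 at 4.2 against 9.49 ± 1.19 (SD, n = 3) in DHT, and 8 of 11 luteal markers were higher on it than the DHT mean, by a median of 1.60 over all 11, where the paper reports corpora lutea in most control ovaries; these values part, and whether the array bears a wrong label cannot be told.

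Cpa1 and Ctrb1, best known from the pancreas, were called higher in DHT-treated ovaries, and the heart muscle gene Myh6 had a log2 fold change of 4.08 but was not called (adjusted p = 0.16). Of 19 acinar genes that the paper does not name, 0 were at least 1 log2 higher in DHT, and 17 were near background on all DHT arrays, which argues against RNA of pancreatic acinar tissue. Of 16 genes of striated muscle that the paper does not name, Myom2 was 3.11 higher and Tnni3, near background in CTL, at least 1.74-fold. Of the 16, 8 were near background on all DHT arrays. With dim probe sets left out, the members of the list that remain, Myh6 among them, were called higher (0.67, adjusted p = 0.0138). The 8 near background argue against RNA of heart or skeletal muscle. Expression of these few genes by ovarian cells under DHT remains a hypothesis, found and tested on the same arrays.

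Genes of cholesterol synthesis were lower in DHT-treated ovaries. Under the scalings and with any 1 array left out the median of the list was -1.91 or lower, which argues against scaling and 1 array alone. Of 10000 sets of other genes of the same brightness, 0 had a median as low as the list, at -2.64. The medians of the drawn sets centred on 0.175, the lowest being -0.51. For these 17 genes the values argue against RNA degradation that strikes genes whatever their function as the whole cause. The paper already names all 17 measured members as lower on these samples, so the draw is not independent evidence of their direction. Degradation that strikes these mRNAs more than others was not tested. The 3' to 5' difference of Gapdh was 2.99 to 3.98 on the DHT replicates and 3.49 on CTL replicate 3 but below 1 on CTL replicates 1 and 2, so it goes largely with the group, and an equal mix of the CTL samples would give 0.592 where the pooled CTL array gave 2.62. Luteal markers outside the cholesterol and steroid lists had a median of -1.24, with 7 of 8 lower, but the whole luteal list without the members that the paper names had -0.63 (adjusted p = 0.34); fewer luteal cells in the DHT ovaries may account for part of the difference. An effect of DHT within the cells stays open beside it.

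Further lists, which the paper did not test, were past the test at the preset correlation, none of them with an estimated correlation; of these ovaries the paper reports absent corpora lutea and theca hyperplasia. The median was -0.22 for ovulation-induced genes, but 0.0055 without CTL replicate 3, -0.067 without CTL replicate 1 and -0.26 without CTL replicate 2. Immediate early genes had a median of -0.47. Luteal cells had a median of -2.55 and theca cells of 1.04, and without the members that the paper names -0.63 (adjusted p = 0.34) and 0.46 (0.236). Stromal fibroblasts had 0.78, but -0.23 without CTL replicate 3. Endothelial cells had -0.62 and macrophages -0.70.

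With 3 animals against 3 there are 10 splits, too few for a share under 0.05. The real split called 320 probe sets, 109 lower and 211 higher, and each other split called 0, where only 1 split, the real one, gave a count as large. The real split called 17 lists, and 3 splits called as many. The other 2 set DHT replicates 1 and 3 and CTL replicate 3 against the rest, and DHT replicate 1 with CTL replicates 1 and 2 against the rest; both keep CTL replicates 1 and 2, the arrays with the low 3' to 5' difference, together.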

How the results depend on the processing

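The Gapdh covariate was chosen after seeing the data; the cause of the changes below was not tested. The number of called probe sets (320; 109 lower, 211 higher; 65.9% higher) was 966 (433, 533, 55.2%) with pooled arrays as replicate 4, 0 (0, 0) with replicate block, where limma gave 3817 at an unadjusted p under 0.05, 173 (87 higher, 50.3%) after quantile normalization, 61 (40, 21, 34.4%) with a mean-variance trend, 1874 (1144, 730, 39.0%) with array quality weights and 3747 (1088, 2659) with the 3' to 5' difference as a covariate. With dim probe sets left out 174 were lower and the share was 58.6%. With other criteria it was 28 (10, 18) at FDR 0.05 with 2-fold, 581 (431 higher, 74.2%) at FDR 0.10 alone and 660 (250, 410) at p 0.01 with 2-fold. Leaving out 1 array gave 0 to 1622 called, 0 to 968 lower, 0 to 654 higher and a share of 39.8 to 54.4%; it was 0 without each DHT replicate, where limma gave 2529 to 2623 at an unadjusted p under 0.05. Probe sets changed at least 2-fold (1820) were 5116 with the covariate, and 1692 to 2643 with 1 array left out. The replicate numbers did not pair the animals, with r of deviations of -0.074, 0.44 and 0.34 for equal numbers.

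Of 17 gene lists called, 0 remained with an estimated correlation, 7 were called without members the paper names and 7 with the covariate, 3 of them among the 17. Cholesterol synthesis could not be tested without such members, since the paper names all 17 of its measured genes. Ovulation-induced genes and stromal fibroblasts lost the call in that setting although no member of theirs was removed. With 1 array left out 12 to 17 lists were called. Cholesterol synthesis (-2.64) had an adjusted p of 0.349 with an estimated correlation, and lay between -3.15 and -1.91 with 1 array left out. Steroid hormone synthesis (-0.44) was not called with array quality weights (-0.77, adjusted p = 0.0671), the covariate (-0.27, 0.617), an estimated correlation (-0.44, 0.59) or without members the paper names (-0.30, 0.129), and lay between -0.94 and -0.34 with 1 array left out, not called without CTL replicate 2. Fatty acid and glycerolipid synthesis (-0.65) was not called with the covariate (-0.25, 0.156) or an estimated correlation (-0.65, 0.349), and lay between -0.72 and -0.43 with 1 array left out. Among lists called in either fit, the covariate turned the sign for cholesterol uptake, transport and regulation (0.84) and fatty acid oxidation (0.62). It did so too for the citrate cycle (1.30, called higher), oxidative phosphorylation (1.22, called higher), antioxidant defence (0.044) and immediate early genes (0.040). Of lists called in neither fit, it turned glycolysis from -0.054 to 0.75 (adjusted p = 0.0841) and oocytes from -0.0060 to 0.13 (0.993). This covariate is nearly the contrast of CTL replicates 1 and 2 with the other arrays, so that fit rests on CTL replicate 3. Slc1a3 turned to -0.022 with the mean of all probe sets of a gene. Of the 56 named genes called, all lost the call with replicate block and without each DHT replicate, 39 without CTL replicate 2, 33 with a mean-variance trend, 32 without CTL replicate 1, 25 after quantile normalization, 11 with the covariate, 5 without CTL replicate 3 and 2 with pooled arrays as replicate 4, where 80 others gained it.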

Differences from the paper's values

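The paper reports 1003 transcripts at these thresholds, and 320 probe sets were called here; of the alternatives set before the data were examined only the pooled arrays as replicate 4 came within range, with 966. For those lower, the paper's 430 stands against 109, and 433 with the pooled arrays; for those higher, the paper's 573 against 211, with 533 with the pooled arrays, 730 with array quality weights and 654 without CTL replicate 3. The paper's 320 lower by 2 to 5 fold stand against 72, and 319 with the pooled arrays, and the paper's 110 lower by more than 5 fold against 37, and 114 with the pooled arrays. A count differs here when it is over 1.5 times the other, and all other alternatives at the paper's thresholds differ for these counts. At other thresholds 431 were higher at FDR 0.10 alone and 410 at p 0.01 with 2-fold, both within 1.5 times of 573.

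A fold differs when it is over 1.5 times the other and beyond the larger replicate SD, or has the other sign. For Inhba the paper's fold in Table 4 is 5.43 and the fold here 2.74; the mean of all probe sets of the gene gives 3.64 and does not differ, and its other probe set gives 5.44 with the pooled arrays. In Table S3 the paper's signed fold for Prlr is -4.99859 and the value here -2.42; quantile normalization (-2.58), leaving out DHT replicate 1 (-2.92), DHT replicate 2 (-3.01) or CTL replicate 1 (-2.75) and the mean of all probe sets (-4.35) do not differ. For Tpd52 the paper gives -2.99132 and the value here is -1.84, and quantile normalization (-2.07), leaving out CTL replicate 2 (-2.12) and the mean of all probe sets (-2.48) do not differ. For Mrpl49 the paper gives -2.62837 against -1.68, and quantile normalization (-1.88), leaving out CTL replicate 1 (-1.94) and the mean of all probe sets (-2.12) do not differ. For Cox15 the paper gives -2.6626 against -1.05, and only the mean of all probe sets (-1.56) does not differ. For Hoxd9 the paper gives 2.89895 against 1.91, and median scaling (1.99) and leaving out DHT replicate 1 (2.12) or CTL replicate 1 (2.01) do not differ. For Lmo4 the paper gives -3.3833 against -1.39, for Hk2 -2.72249 against -1.04 and for Ehd3 -2.61009 against -1.11, and every alternative differs; Hk2 was near background on all arrays of both groups, so its value here carries no direction. For each of these genes the alternatives not named differ. Another probe set of the gene, with the pooled arrays as replicate 4, gives a fold of 4.999 lower for Prlr and signed folds of -3.383 for Lmo4, -2.991 for Tpd52, -2.663 for Cox15 and -2.628 for Mrpl49; these probe sets were looked up after the values had been seen. Of the 147 measured genes of Table S3, 143 of the paper's folds lie within 1% of the nearest probe set of the gene with the pooled arrays as replicate 4 and 13 within 1% of the nearest from 3 against 3; with the pooled arrays and the probe set with the highest mean it is 123. The paper's p values in that table lie within 1% for 142 genes with the pooled arrays as replicate 4 and for 0 from 3 against 3. For these genes the values argue against a fit to the single animals alone behind the paper's values. The human column of that table holds 157 negative values, from -7.11 to -1, and 10 genes of the table have a rat fold under 2.

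The paper marks Jak2 as higher in DHT, and the log2 fold change here was -0.14 (adjusted p = 0.905); Myh7 and Stk11, which it also marks as higher, had means below the mean background level of the arrays of each group, so their differences, -0.063 and -0.065, carry no direction. It marks Cited2, Plau and Hsd17b1 as lower in Table 3, and the values here were 1.27, 2.54 and 2.0; elsewhere the paper gives them as higher, Plau in Table 4, Cited2 in Tables 2 and S3 and Hsd17b1 in Figure 8 and Table S3. A group of Table 3 marks Acsl3 as higher, and it was called lower at -2.38. The colours of Figure 8B draw Cyp17a1 as lower and Cyp11a1 as higher in DHT, whereas Figure 8A and the paper's text give Cyp17a1 as activated and Cyp11a1 as repressed, and the values here were 2.65 and -3.17.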

Other observations

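Genes of insulin and IGF signalling showed no common direction. Of 17 measured 1 was called higher, Igfbp6, and 3 were when adjusted over the list alone, with a median log2 fold change of 0.089 (adjusted p = 0.472); Foxo1, a transcription factor held in check by insulin, had 1.52 (adjusted p = 0.123) and Igf1r, the receptor of insulin-like growth factor 1, -0.89 (adjusted p = 0.15). Of 10 hormone receptors 1 was called higher, Ghr, and 2 were over the list alone, with a median of -0.030 (adjusted p = 0.862); Nr3c2, the mineralocorticoid receptor, had 1.39 (adjusted p = 0.161). Immediate early genes were lower on balance, with Dusp1, a phosphatase of stress kinases, at -1.74 (adjusted p = 0.498) and Fos at -0.83 (adjusted p = 0.659), but the median difference from CTL replicate 3 was 0.036 and the median without CTL replicate 1 was -0.097 (adjusted p = 0.225), with the 3' to 5' difference as a covariate 0.040 (0.855) and with array quality weights -0.82 (0.000237); the list had an adjusted p of 0.00636, and 0.709 with an estimated correlation. Ovulation-induced genes had an adjusted p of 0.0364, and 0.59 with an estimated correlation, and 5 of 12 were near background in both groups; the call was lost in most alternatives, with an adjusted p of 0.0538 to 0.59.

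Of 13 genes of stromal fibroblasts 12 had a positive log2 fold change, none was called over all probe sets or when adjusted over the list alone, and the list had an adjusted p of 0.0358, and 0.709 with an estimated correlation. The call was lost without CTL replicate 3 (adjusted p = 0.921), DHT replicate 2 (0.0627) or DHT replicate 3 (0.0619). It was also lost after median scaling (0.117), with dim probe sets left out (0.0881) and with array quality weights (median -0.24, 0.854). In the setting without the members that the paper names the adjusted p was 0.0626, though no member of this list was removed. With the 3' to 5' difference as a covariate the median of the list was 1.59 (0.00311). Its median difference was 1.55 against CTL replicate 3 and -0.23 against CTL replicates 1 and 2. Lum, a proteoglycan of collagen fibrils, had 1.11 (adjusted p = 0.411) and Pdgfra 0.78 (adjusted p = 0.0708). Smooth muscle and pericytes had a median of 0.22 (adjusted p = 0.481, but a median of 0.81 with 0.012 with that covariate), red blood cells of -0.037 (0.605), surface and other epithelium of -0.0086 (0.808) and ciliated oviduct epithelium of -0.058 (0.335). Oocytes had an adjusted p of 0.541.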
